# Epithelial-to-Mesenchymal Transition Drives Invasiveness of Breast Cancer Brain Metastases

**DOI:** 10.3390/cancers14133115

**Published:** 2022-06-25

**Authors:** Andreia S. Margarido, Rebeca Uceda-Castro, Kerstin Hahn, Roebi de Bruijn, Lennart Kester, Ingrid Hofland, Jeroen Lohuis, Danielle Seinstra, Annegien Broeks, Jos Jonkers, Marike L. D. Broekman, Pieter Wesseling, Claire Vennin, Miguel Vizoso, Jacco van Rheenen

**Keywords:** epithelial-to-mesenchymal transition, breast cancer, brain metastases, invasion, surgical resection, recurrence, intravital imaging

## Abstract

**Simple Summary:**

The prevalence of breast cancer brain metastasis has increased over the last decades, yet those patients are considered untreatable. Surgical removal of brain metastases is impeded by the presence of infiltrative tumor cells; however, the identity and behavior of those cells remain understudied. We demonstrate that cancer cells that invade the brain parenchyma are in a mesenchymal state and undergo EMT. We also demonstrate that removing those infiltrated tumor mesenchymal cells improves the efficacy of surgery and opens new avenues to better treat patients.

**Abstract:**

(1) Background: an increasing number of breast cancer patients develop lethal brain metastases (BM). The complete removal of these tumors by surgery becomes complicated when cells infiltrate into the brain parenchyma. However, little is known about the nature of these invading cells in breast cancer brain metastasis (BCBM). (2) Methods: we use intravital microscopy through a cranial window to study the behavior of invading cells in a mouse model of BCBM. (3) Results: we demonstrate that BCBM cells that escape from the metastatic mass and infiltrate into brain parenchyma undergo epithelial-to-mesenchymal transition (EMT). Moreover, cells undergoing EMT revert to an epithelial state when growing tumor masses in the brain. Lastly, through multiplex immunohistochemistry, we confirm the presence of these infiltrative cells in EMT in patient samples. (4) Conclusions: together, our data identify the critical role of EMT in the invasive behavior of BCBM, which warrants further consideration to target those cells when treating BCBM.

## 1. Introduction

Although early detection of primary tumors and novel treatment strategies have improved outcomes of patients with breast cancer (BC), an increasingly large number of BC patients live long enough to develop lethal BM: 30–50% of patients with Her2+ BC and 25–45% of triple negative BC develop brain metastasis [1,2,3,4,5]. Standard-of-care treatments for BCBM include neurosurgical resection, systemic therapies and stereotactic radiotherapy. However, these treatments largely fail to improve patients’ outcomes and BCBM remains a leading cause of BC-related death [5]. In particular, the ability of BCBM cells to infiltrate into the healthy brain tissue renders BCBM difficult to treat. Although tumor resection may seem complete by magnetic resonance imaging (MRI), the limited resolution of this technique does not allow the detection of individual cells that have invaded beyond the resection cavity. Consequently, overall survival rates following surgical removal of BCBM remain dismal, with 60% of patients with confirmed complete resection by MRI locally recurring within 1 year after surgery [6,7]. Nevertheless, the properties of BCBM cells that invade the brain parenchyma and drive patients’ relapse remain under-studied. It is therefore critical to better understand the mechanisms that drive the invasive behavior of BCBM cells in order to design efficient treatment strategies for this dreadful disease.

The migratory and infiltrative behaviors of BC cells that escape primary tumors have been extensively studied [8,9,10,11,12,13]. It is generally accepted that in order to become invasive, cells in the primary tumor hijack the developmental program known as EMT [14,15,16,17,18,19,20,21,22,23,24]. For instance, we and others previously used intravital microscopy to show that cells that escape from primary breast tumor and invade the healthy stroma undergo EMT [25,26,27,28]. During EMT, cells downregulate the expression of epithelial markers such as the cell–cell adhesion molecule E-cadherin (E-cad), thereby losing cell polarity and cell–cell adhesion. In parallel, cells undergoing EMT acquire mesenchymal markers that drive stemness and invasiveness such as Zeb1 and Twist [14,18,21,29,30,31,32,33,34]. To date, the role of EMT in BC has mainly been studied in the context of cancer cells disseminating from the primary tumor and during the outgrowth of extracranial metastases, but the existence and functions of EMT in BCBM remain unknown.

We previously used the mouse mammary tumor virus polyoma middle-T antigen (PyMT) model crossed with fluorescent E-cadherin-mCFP (E-cad-mCFP) reporter mice to report EMT in ductal mammary carcinomas and lung metastases [26,27]. Here, we employed this EMT reporter mouse to generate a BCBM model in order to image, isolate and characterize cells that have undergone EMT in the context of brain metastasis. Using intravital imaging, we identify infiltrative tumor cells in BCBM which preclude the complete removal of the lesion by surgery, leading to increased BCBM recurrence in mice. Moreover, we demonstrate that in contrast to cells in the tumor mass, cells infiltrating into the brain tissue display a mesenchymal expression profile. Additionally, we find that mesenchymal cells can revert to an epithelial state during outgrowth of tumor masses in the brain. Importantly, using multiplex immunohistochemistry, we also detect this infiltrating population of cells in EMT in the brain tissues of BCBM patients, illustrating the clinical relevance of our observations. Collectively, our data warrants further consideration to target EMT as part of the treatment of BCBM.

## 2. Materials and Methods

### 2.1. Mice

All experiments were performed under the guidelines of the Animal Welfare Committee of the Royal Netherlands Academy of Arts and the Netherlands Cancer Institute, in accordance with national guidelines. Animals were kept at the Hubrecht animal facility in Utrecht, the Netherlands or at the Netherlands Cancer Institute facility in Amsterdam, the Netherlands. All animals were housed in individually ventilated cages under specific-pathogen-free conditions and received chow and water ad libitum. Female ROSA26^mTmG^ C57BL/6J mice were purchased from Jackson Laboratory and backcrossed to FVB mice at the animal facility of the Hubrecht and of the Netherlands Cancer Institute. Female FVB mice were acquired from Janvier. All mice were injected with tumor cells when they were 8–20 weeks old.

### 2.2. Serial Intracranial Injections to Generate the BCBM Model

End-stage primary breast tumors were isolated from PyMT E-cad-mCFP mice [27] and frozen in freezing medium (Gibco, Cat. No. 12648-010, ThermoFisher Scientific, Waltham, MA, USA). For the first intracranial injection, tumors were thawed and minced on ice with sterile knives and enzymatically digested at 37 °C for 20–30 min while shaking at 900 rpm. The digestion mix was composed of 0.01 g collagenase A (Roche, Cat. No. 10103586001, Basel, Switzerland), 2 mL TrypLE Express (Gibco, Cat. No. 12605010) and 3 mL DMEM/F12 GlutaMAX (Gibco, Cat. No. 10565018) supplemented with 10 mmol/L Hepes (Gibco, Cat. No. 15630106), 100 μg/mL streptomycin and 100 U/mL penicillin (Gibco, Cat. No. 15140122). Undigested tumor pieces were removed by spinning down at 800 rcf at 4 °C and for 5 min. Then, 10 μg/mL DNase I (Roche, Cat. No. 10104159001) in DMEM/F12 GlutaMAX medium were used to dissolve the pellet while manually shaking the tube for 5 min. The final pellet was resuspended in 3 μL per intracranial injection of PBS. After a tumor was formed in the brain of the recipient mouse, the tumor was isolated and cut into smaller tumor pieces prior to freezing (Gibco, Cat. No. 12648-010). This whole process is considered as one enrichment round in the brain. We repeated this process for a total of 6 times using the tumor pieces from the previous serial enrichment round. At the 6th enrichment round, we derived organoids which are described in this study as ‘BCBM organoids’.

### 2.3. Organoids Culturing

PyMT E-cad-mCFP organoids were cultured in drops of 50 μL of Basal Membrane Extract (BME) type 2 (R&D systems, Cat. No. 3533-005-02) diluted at a 2:1 ratio with DMEM/F12 GlutaMAX medium (Gibco, Cat. No. 10565018) in a pre-warm 24-well plate (Greiner bio-one, Cat. No. 662160) and inverted while solidifying for 30 min at 37 °C, 5% CO_2_. Organoids were cultured in complete DMEM/F12 GlutaMAX medium (Gibco, Cat. No. 10565018), supplemented with 10 mmol/L Hepes (Gibco, Cat. No. 15630106), 100 μg/mL streptomycin, 100 U/mL penicillin (Gibco, Cat. No. 15140122), 10.08 ng/mL FGF (Gibco, Cat. No. PHG0261) and 1× B27 supplement (Gibco, Cat. No. 17504001) and incubated at 37 °C, 5% CO_2_. To confirm Mycoplasma-free culturing of the organoids, the MycoAlert PLUS Kit (Lonza Cat. No. LT07-118, Basel, Switzerland) was routinely used according to the manufacturer’s protocol.

### 2.4. Lentivirus Production and Transduction

Generation of the PyMT E-cad-mCFP; H2B-Dendra2 line was performed using the vector plvx-UBC-H2B-Dendra2-puromycin. Human embryonic kidney (HEK) 293T cells at a confluence of 80% were used for lentivirus production. Per 10 cm dish (Greiner, Cat. No. 664160) of HEK 293T cells, 7.5 µg of psPAX2, 2.5 µg PMD2.G and 10 µg of our H2B-Dendra2 construct were mixed in 1 mL Opti-MEM (ThermoFisher Scientific, Cat. No. 31985070, Waltham, MA, USA). After mixing, 1 mL of Opti-MEM with 40 µL lipofectamine 2000 (ThermoFisher Scientific, Cat. No. 11668019) were added to the plasmid mix and incubated at room temperature for 15 min. The mix was carefully added to the HEK 293T cells. The following morning, medium was refreshed with DMEM GlutaMAX (Gibco, Cat. No. 31966047) supplemented with 100 μg/mL streptomycin, 100 U/mL penicillin (Gibco, Cat. No. 15140122). After 48 h, medium was collected and filtered through a 0.22 µm filter (Milipore, Cat. No. SLGS033SS, Burlington, MA, USA). Filtered medium was concentrated with an Amilcon Ultra-15 10 k column (Milipore, Cat. No. UFC905024) for 1 h at 4000 rcf. Organoids were trypsinized into smaller clusters of approximately 8 cells and incubated with 250 µL virus, 100 µg/mL polybrene (Sigma, Cat. No. TR-1003-G, St. Louis, MO, USA) and 10 µmol/L Y-27632 (Bio Connect, Cat. No. S1049) on a 48-well plate low adherence (Greiner, Cat. No. 677970). Spin infection was performed at 36 ºC, 600 rcf for 1 h and organoids were subsequently incubated at 37 °C for 6 h. Organoids were washed twice with DMEM/F12 GlutaMAX medium (Gibco, Cat. No. 10565018) and plated in BME. Complete DMEM/F12 GlutaMAX medium (Gibco, Cat. No. 10565018), supplemented with 10 mmol/L Hepes (Gibco, Cat. No. 15630106), 100 μg/mL streptomycin, 100 U/mL penicillin (Gibco, Cat. No. 15140122), 10.08 ng/mL FGF (Gibco, Cat. No. PHG0261), 1xB27 supplement (Gibco, Cat. No. 17504001) and 10 µmol/L Y-27632 (Bio Connect, Cat. No. S1049) was added to the organoids for 2 days maximum. Organoids selection was performed with 0.5 μg/mL puromycin (Gibco Cat. No. A1113803).

### 2.5. shRNAs Constructs Selection, Viruses Production and Transduction

ARPC3 knockdown experiments were performed with shRNAs provided by The RNAi Consortium (TRC) mouse library. Their oligoIDs were the following: shRNA#1-TRCN0000110780, shRNA#2-TRCN0000110781, shRNA#3-TRCN0000110783 and shRNA#4-TRCN0000110784. Resistance cassette from these vectors was changed from puromycin to blasticidin and control pLKO.1-scramble-blasticidin was purchased from Addgene (plasmid 26701, Watertown, MA, USA). The puromycin cassette for the shARPC3 constructs was removed using restriction enzymes BamH1 and Kpnl. Concentrated viruses were produced as described in [35] by co-transfection of 4 plasmids: VSV-G (9 µg), pMLD (12.5 µg), kREV (6.25 µg) and shARPC3 (32 µg) in HEK 293T cells. Organoid transduction was performed as described in ‘Lentivirus production and transduction’. Virus titers were calculated with a qPCR lentivirus titration titer kit (abm, Cat. No. LV900, Richmond, BC, Canada) as per the manufacturer’s protocol. Organoids were transduced with a multiplicity of infection (MOI) of 10. To determine the volume of virus to use during transductions, we used the formula: MOI = number of viral units/number of cells. Transduced organoids were selected with 10 µg/mL of blasticidin (Gibco, Cat. No. A1113903) and kept in culture with this selection.

### 2.6. Cranial Window Implantation and BCBM Injection under the Window

BCBM derived organoids were digested with TrypLE Express (Gibco, Cat. No. 12605010) for ~20 min at 900 rpm and 37 °C to produce a single cell suspension. Digestion was stopped by adding DMEM F12 medium. Per injection, 100,000 cells were resuspended in 3 μL of PBS and injected just before the implantation of the cranial window. Cranial window implantation was performed as previously described [36]. In summary, mice were treated with 0.067 mg/mL rimadyl (carprofen, Zoetis) in drinking water 1 day before injection and for 3 days post surgery. Furthermore, 30 min before surgery mice were subcutaneously injected with 0.1 mg/kg temgesic (buprenorphine, Indivior Europe Limited) and 8–12 h after window implantation. Mice were anesthetized via inhalation of 2% (*v*/*v*) isoflurane and eyes were covered with duratears (Alcon). Once placed in a stereotactic frame, the mouse head was shaved and the skin was cut in a circular manner. Once the skull was exposed, a local anesthetic (0.01–0.02 mL) made of NaCl supplemented with 1 mg/mL Lidocaine (Fresenius Kabi) and 0.25 mg/mL Bupivacaine (Actavis, Aurobindo Pharma B.V.) was applied. After removal of the periosteum, a 5 mm diameter circle was drilled on the right parietal bone. The bone was removed following removal of dura mater with thin forceps. The tumor cell suspension was injected in the middle of the craniotomy at 0.5 mm depth with a 10 µL glass Hamilton syringe, 30G and point 4-style needle at a speed of 1 µL/minute. Silicone oil covered the exposed brain and a 6 mm coverslip was glued on top with histoacryl (Braun). Dental acrylic cement (Vertex) was applied on the skull surface to glue a 3D printed window which provides fixation when performing intravital microscopy. After surgery, mice were allowed to recover on a heating pad and were closely monitored the following days.

### 2.7. Intravital Imaging Microscopy

Mice were sedated with 1% (*v*/*v*) isoflurane and placed in a custom-designed imaging box while kept under continuous anesthesia with isoflurane. Both the imaging box and microscope were adjusted to 36.5 °C using a climate chamber. During long-term imaging, mice were administered with 100 µL/h of Nutriflex special 70/240 (Braun). Intravital images were acquired with both an inverted Leica SP8 Dive system (Leica, Mannheim, Germany) with a MaiTai eHP DeepSee laser (Spectra-Physics, Milpitas, CA, USA) and an InSight X3 laser (Spectra–Physics) or an inverted Leica SP8 Dive system (Leica, Mannheim, Germany) with only InSight X3 laser (Spectra–Physics). For both systems a Leica Application Suite X (LAS X) software (Mannheim, Germany) was used. For the system with 2 lasers, SHG (crosslinked collagen I), E-cad-mCFP and H2B-Dendra2 were simultaneous excited with 860 nm (Mai Tai) and detected at 420–442 nm (HyD-RLD1), 444–485 nm (HyD-RLD2) and 510–556 nm (HyD-RLD3), respectively. ROSA26^mTmG^ was excited with 980 nm (Insight X3) and detected at 564–698 nm (HyD-RLD4). For the system with one laser, we performed sequential scanning; sequence 1 used an excitation of 930 nm (Insight X3) to detect SHG at 458–471 nm (HyD-RLD2), H2B-Dendra2 at 491–541 nm (HyD-RLD3) and ROSA26^mTmG^ at 564–684 nm (HyD-RLD4); sequence 2 used an excitation of 840 nm to image E-cad-mCFP at 442–475 nm (HyD-RLD3). Three-dimensional tile scans were acquired with a 5 μm z-step size. Time-lapse movies were acquired with a 5 μm z-step and imaged every hour for a total of 8 to 12 h. All images were acquired in 12 bit and with a 25×/0.95 NA water immersion objective. Dextran Texas Red 70,000 MW (Invitrogen, Cat. No. D1830) at a concentration of 10 mg/mL was intravenously injected prior imaging. Texas Red was excited at 980 nm and detected at 674–711 nm.

### 2.8. Movies Correction and xy Migration Analysis

Time-lapse movies were corrected for xyz drift movements using Huygens Professional software program (version 20.10, Hilversum, Netherlands). For this correction we used the ROSA26^mTmG^ channel as a reference. Per corrected position, we made a maximum projection of 3 consecutive z-planes throughout the complete z-stack for the analysis, thus covering the complete imaging depth. Cells were manually tracked using MTrackJ plugin from ImageJ. A total of 120 to 370 cells were tracked per mouse in 3 mice. For each population (cells in tumor lobes or in the brain parenchyma), 350 cells were analyzed. The XY position was determined over time by the MTrackJ plugin and the speed and persistence for each individual cell was calculated with Excel (Microsoft, Redmond, DC, USA). For each population (cells in tumor lobes or in the brain parenchyma), we determined the percentage of migratory cells based on the number of tracked cells which speed was equal or higher than 2.5 µm over the total number of tracked cells per population.

### 2.9. Western Blot

Protein lysates were made using 20 mmol/L Tris-HCl pH 8.0, 150 mmol/L NaCl, 1% NP-40, 10% Glycerol in milli-Q water, complemented with protease and phosphatase inhibitors (Roche, Cat. No. 11697498001). Protein lysates were quantified using the Pierce BCA protein assay kit (Thermo Scientific, Cat. No. 23225) and loaded on a NUPAGE 4–12% gel Bis-Tris gradient gel (Invitrogen, Cat. No. NP0321PK2). Transfer onto a nitrocellulose membrane (Bio-Rad, Cat. No. 1620112) was performed overnight in 1× transfer buffer (25 mmol/L Tris, 2 mol/L Glycine, 20% methanol in demineralized water). Membranes were blocked at room temperature for 1.5 h in 5% non-fat dry milk and incubated overnight at 4 °C with the antibodies diluted in 5% non-fat dry milk. Primary antibodies were ARPC3 (also denominated as p21-ARC; 1:1000; Invitrogen Cat. No. PA5-82253) and Tubulin (1:10 000; Abcam Cat. No. ab6160). Membranes were washed 3× with TBS-T and incubated for 1 h at room temperature with adequate secondary antibodies: anti-rabbit HRP (1:3000; BioRad Cat. No. 1706515) or anti-rat HRP (1:3000; Invitrogen Cat. No. 62-9520) in 5% non-fat dry milk. Membranes were washed 3× with TBS-T and developed using ECL-clarity (BioRad, Cat. No. 170-5060) on a Fusion FX7 edge (Vilber).

### 2.10. Intracranial Injection

BCBM organoids were prepared as mentioned in ‘Cranial window implantation and BCBM injection under the window’. Prior to surgery, mice received 0.067 mg/mL rimadyl (carprofen, Zoetis) in drinking water 1 day before injection and for 3 days post surgery. Additionally, 30 min before surgery and 8–12 h after surgery, mice were subcutaneously injected with 0.1 mg/kg temgesic (buprenorphine, Indivior Europe Limited). Mice were anesthetized via inhalation of 2% (*v*/*v*) isoflurane and eyes were covered with duratears (Alcon). After shaving the head, an incision was made in the skin to reveal the skull, followed by the application of a local anesthetic (0.01–0.02 mL). This was prepared with NaCl supplemented with 1 mg/mL Lidocaine (Fresenius Kabi) and 0.25 mg/mL Bupivacaine (Actavis, Aurobindo Pharma B.V.). After removal of the periosteum, a hole was drill 1.5 mm to the right and 1.5 mm posterior to the bregma. At a depth of 1 mm, we injected our tumor cells preparation (100,000 cells in 3 µL) with a 10 µL glass Hamilton syringe, 30G and point 4-style needle at a speed of 1 µL/minute. Skin was sutured after injection and the mouse was allowed to recover on a heating pad, being monitored closely the next days.

### 2.11. Magnetic Resonance Imaging

Magnetic resonance imaging was performed with a 7 Tesla BioSpec 70/20 USR (Bruker; Billerica, MA, USA). Imaging was performed with a T2 RARE sequence with a 39 ms echo-time, 2200 ms repetition time and 8 averages. Paravision software (v6.0.1; nBruker) was used for image acquisition and MIPAV NIH software (Bethesda, USA) was used for tumor volume measurements. Mice were anesthetized with 2% (*v*/*v*) isoflurane during imaging, eyes were covered with duratears (Alcon) and the heart rate was monitored throughout the procedure.

### 2.12. Tumor Resection

This surgery was designed in close collaboration with a neurosurgeon to resemble the clinical setting. During this entire experiment, the researcher performing the surgery and MRI was not aware of the BCBM group from the time of intracranial injection until the 11 weeks after tumor resection. Mice were intracranially injected with 20,000 cells derived from either shScramble or shARPC3 BCBM organoids. The coordinates from the bregma were 1.5 mm to the right, 1.5 mm posterior and 0.5 mm depth. Once mice developed tumors with a volume of 10–18 mm^3^, BCBM resection was performed. Mice received 0.067 mg/mL rimadyl (carprofen, Zoetis) in drinking water 1 day before surgical resection and for 3 days post surgery. Moreover, 30 min before surgery and 8 h after surgery, mice were subcutaneously injected with 0.1 mg/kg temgesic (buprenorphine, Indivior Europe Limited). Mice were anesthetized via inhalation of 2% (*v*/*v*) isoflurane and their eyes were covered with duratears (Alcon). The mouse head was shaved and Rymadil (5 mg/kg) and warm NaCl were subcutaneously injected. Once placed on the stereotactic frame, an incision was made in the skin to reveal the skull. A local anesthetic which consisted of NaCl supplemented with 1 mg/mL Lidocaine (Fresenius Kabi) and 0.25 mg/mL Bupivacaine (Actavis, Aurobindo Pharma B.V.) was applied on the skull. Removal of the periosteum was performed with a cotton swab, followed by drilling of a 5 mm diameter circle on the right parietal bone. Bone and meninges were removed with thin forceps. With a vacuum pump, the BCBM was aspirated with a 100 µL sterile tip until no more tumor was visible. To stop bleeding, we used cold NaCl with eyespear pointed tips (Sugi) and once mostly dried we applied spongstan (Ethicon). Once the bleeding stopped and the surgery finished, we used a fluorescent stereomicroscope system (Nightsea fluorescent adapter, Lexington, MA, USA) to visualize how much fluorescent tumor was left behind. Skin was sutured and glued with histoacryl (Braun). After surgery, mice received subcutaneously warm NaCl while recovering on a heating pad. Mice were closely monitored over the following days.

### 2.13. Fluorescence Activated Cell Sorting

BCBM were isolated from mouse brains and minced manually on ice using sterile scalpels. All of these steps were executed inside a flow cabinet. Minced tumors were collected in a 15 mL falcon and enzymatically digested in 3 mL PBS supplemented with 10 μg/mL DNase I (Roche, Cat. No. 10104159001) and 0.96 mg/mL Liberase TH (Roche, Cat. No. 5401151001) at 37 °C for 15 min at 1050 rpm. The remaining pieces were resuspended with a 20-gauge needle. Supernatant was spun down and washed twice with a FACS buffer made of PBS with 2 mmol/L EDTA (Lonza AccuGENE, Cat. No. 51234) and 1% B27 (50× Gibco, Cat. No. 17504044). After the last wash, the pellet was resuspended in FACS buffer and filtered through the lid of a falcon tube with a cell strainer (Falcon, Cat. No. 352235). Sample was transferred into a polypropylene falcon (Falcon, Cat. No. 352063) and just prior to sorting, 20 nmol/L of TO-PRO Iodide-3 642/661 was added (Invitrogen, Cat. No. T3605). Cells were sorted on a FacsAria Fusion 1 (BD Biosciences) (San Jose, USA) and the gating strategy is illustrated in Figure S3. The purity check control was performed using the CFP positive population since we did not have enough CFP negative cells for this purpose (Figure S3).

### 2.14. RNA Isolation, cDNA Synthesis and Real Time PCR (RT-qPCR)

RNA was isolated using TRIzol LS reagent (Invitrogen, Cat. No. 10296010) according to the manufacturer’s protocol. To help with the visualization of the pellet, GlycoBlue Coprecipitant (Invitrogen, Cat. No. AM9516) was used as described by the manufacturer’s protocol. The amount and purity of isolated RNA was analyzed with Nanodrop DS-11/DS-11+ Spectrophotometer (DeNovix, Wilmington, DE, USA). RNA was pre-treated with RNase free-Dnase (Promega, Cat. No. M6101) followed by cDNA synthesis with high-capacity cDNA Reverse Transcription kit (Applied Biosystems, Cat. No. 4368814, Waltham, MA, USA). Both reactions were performed according to the manufacturer’s instructions. qPCR was performed with PowerUp SYBR Green Master Mix (ThermoFischer Scientific, Cat. No. A25777) in a QuantStudio Real-Time qPCR machine (ThermoFischer Scientific, Waltham, MA, USA)and PPIA and RPL38 were used as housekeeping genes to enable normalization. 

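Table S1 lists 20 primers for 10 genes. The primers were placed on the mouse transcripts of the GRCm38 build (GENCODE M21 annotation), where 18 of the 20 had a perfect match in the gene they are named for, and 8 of the 10 genes had both primers matched in opposite directions. For Cdh1, the forward primer CAGGTCTCCTCATGGCTTTGC spans the junction of exons 1 and 2 on chromosome 8 (106603540 to 106603542 and 106604287 to 106604304) and the reverse primer CTTCCGAAAAGAAGGCTGTCC lies in exon 3 (106649031 to 106649051), all within coding sequence, which gives a product of 175 bases. The Cdh2 primers AGCGCAGTCTTACCGAAGG and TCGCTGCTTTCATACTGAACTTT lie in coding exons 2 and 3 on chromosome 18 (16774538 to 16774556 and 16650447 to 16650469), with a product of 101 bases. The Vim product of 113 bases starts at the junction of exons 4 and 5 on chromosome 2. The Fn1 product of 104 bases starts at the junction of exons 2 and 3 on chromosome 1. For the transcription factors, the products were 153 bases for Snai1 (exons 2 and 3, chromosome 2), 121 bases for Zeb1 (exons 2 and 3, chromosome 18) and 195 bases for Zeb2 (exons 5 and 6, chromosome 2). No other gene held both primers of any of these 7 pairs. For the housekeeping genes, RPL38_R (TCCTTGTCTGTGATAACCAAGGG) and PPIA_F (GTTCATGCCTTCTTTACCTTCCC) were each 1 edit away from the nearest site in the annotated transcripts of their gene. PPIA_R (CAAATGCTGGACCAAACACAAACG) matched the sense strand of Ppia and PPIA_F the antisense strand. Perfect matches to other genes were found for PPIA_R (18 genes) and for RPL38_F (5 genes).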

Primers were used at a 150 nmol/L concentration and sequences are annotated in Table S1. Thermal cycle conditions were as follows: 2 min at 50 °C, 2 min at 95 °C followed by 45 cycles consisting of denaturation for 15 s at 95 °C, annealing for 1 min at 60 °C, and extension for 1 min at 72 °C. PCR reactions were concluded with incubation for 10 min at 72 °C. RDML raw data was processed using RDML-Ninja (version 0_9_3 , Amsterdam, The Netherlands) and LinReg software (version 2020, Amsterdam, The Netherlands) to determine the baselines and obtain the empirical primer efficiencies. qPCR fold changes between samples were obtained by ΔΔCt calculations and corrected by primer efficiencies. Average values from the two housekeeping genes were calculated, normalized to E-cad^HI^ tumor cells, log2 transformed and the average plotted. Statistical significance was calculated with GraphPad Prism (San Diego, CA, USA) package using one sample *t*-test, one-tailed.

### 2.15. RNA Bulk Sequencing and Bioinformatics

Illumina TruSeq mRNA libraries were generated and sequenced with 65 base single reads on a HiSeq 2500 using V4 chemistry (Illumina Inc., San Diego, CA, USA) as previously described [37]. Reads were mapped to the genome with Hisat version 2.1.0. (Amsterdam, Netherlands) Read counts were determined with Icount based on the mouse reference genome GRCm38_87. To correct for sequencing depth variability between samples, a DESeq median-of-ratios approach was implemented [38] followed by a log-transformation of the normalized counts. These corrections were necessary in order to obtain the normalized expression values. The singscore package [39] was used to determine the EMT scores based on the Ecad^LO^ signature of PyMT breast tumors [27]. Statistical significance of both scores to 0 was calculated with one-sample *t*-test. DESeq2 [38] was used for the differential expression analysis. Pathway analysis was conducted with GSEA preranked [40] by using as metric -log10(FDR) divided by the sign of the log2FoldChange and the Hallmark gene sets as pathways [41].

Samples of the Beerling et al. [27] were downloaded from GEO number GSE77107. The reads were trimmed using Cutadapt [42] to remove any remaining adapter sequences and to filter reads shorter than 20 base pairs. The trimmed reads were aligned to the GRCm38 reference genome using STAR [43]. Quality control (QC) statistics from FastQC [44] and the above-mentioned tools were collected and summarized using MultiQC [45]. Gene expression counts were generated by featureCounts [46] using gene definitions from Ensembl GRCm38 version 100. Normalized expression values were obtained as described above. The entire analysis was implemented by Julian de Ruiter using Snakemake (snakemake version 5.19.2; wrapper version 0.63.0) (Amsterdam, Netherlands) [47] and is freely available on GitHub (https://github.com/jrderuiter/snakemake-rnaseq) (accessed on 4 June 2020).

### 2.16. Immunofluorescence and Confocal Imaging

Brain samples were fixed overnight in 4% periodate-lysine/4% paraformaldehyde [48] at 4 °C. The next day, tissues were washed with PBS, incubated overnight in 30% sucrose and frozen in OCT. Per tumor, 2 consecutive sections of 5 µm thickness were cut. After cutting, sections were hydrated twice with PBS for 15 min and mounted with anti-fading mounting medium (Vectashield, Vector laboratories (Cat. No. H-1000-10). Slides were imaged using inverted Leica TCS SP8 confocal microscope. H2B-Dendra2 was excited at 488 nm and collected at 495–545 nm. E-cad-mCFP signal was excited at 442 nm and collected at 454–479 nm with a line accumulation of 3. All images were acquired with a 25×/0.95 NA water immersion objective.

### 2.17. Immunohistochemistry

Brain samples were collected and fixed in formalin or EAF (ethanol/acetic acid/formaldehyde/saline at 40:5:10:45 *v*/*v*) and embedded in paraffin. Immunohistochemistry was performed on 4 µm-thick sections for E-cadherin antibody (Cell Signaling, Cat. No. 3195, 1:100) and KI67 antibody (Abcam, Cat. No. ab15580, 1:1000). Sections were imaged using an Aperio AT2 digital scanner with a 20× objective and processed with Aperio ImageScope software (both from Leica Biosystems, Wetzlar, Germany).

### 2.18. Human Samples and Multiplex Immunohistochemistry

All the human BCBM biospecimens were isolated at the Amsterdam UMC (location VUMC). Before the surgery of the brain tumors, patients at the A-UMC/VUMC are informed and have always had the opportunity to object to the use of their biospecimens. For all samples used in our study, patients did not object, and hence, they did therefore agree to the use of their biospecimens. This opt-out procedure is pursuant to the ethical rules and regulations of the Amsterdam UMC, location VUMC. Hence, the procedures comply both with (inter-) national legislative and ethical standards. In the database of the Amsterdam UMC, location VUMC, 8 samples of brain resections with a metastasis of mammary carcinoma were selected. These were all invasive ductal carcinomas, not otherwise specified, with a different receptor status: 2 ER-positive, 2 HER2-positive, 2 triple negative and 1 unknown receptor status. Immunohistochemistry of the Formalin Fixed Paraffin Embedded (FFPE) tumor samples was performed on a Discovery Ultra automated stainer (Ventana Medical Systems). Briefly, paraffin sections were cut with a 3 µm thickness, heated at 75 °C for 28 min and deparaffinized with an EZ prep solution (Ventana Medical Systems). Heat-induced antigen retrieval was carried out using Cell Conditioning 1 (CC1, Ventana Medical Systems) for 64 min at 95 °C. For the triple panel Zeb1 (DAB), Pankeratin (Yellow) and E-cadherin (Purple): Zeb1 was detected in the first sequence using clone E2G6Y (Cell Signaling, 1:200 dilution, 60 min at room temperature). Zeb1 bound antibody was visualized using Anti-Rabbit HQ (Ventana Medical systems) for 12 min at 37 °C followed by Anti-HQ HRP (Ventana Medical systems) for 12 min at 37 °C, followed by the ChromoMap DAB Detection kit (Ventana Medical Systems). In the second sequence of the triple staining procedure, Pankeratin was detected using clone AE1/AE3 (Abcam, 1:400 dilution, 60 min at 37 °C) Pankeratin was visualized using Anti-Mouse NP (Ventana Medical systems, Oro Valley, AZ, USA) for 12 min at 37 °C followed by Anti-NP AP (Ventana Medical systems) for 12 min at 37 °C, followed by Discovery Yellow Detection Kit (Ventana Medical Systems). For the third sequence, E-cadherin was detected using clone NCH-38 (Agilent/DAKO, 1:50 dilution, 60 min at 37 °C). E-cadherin was visualized using Anti-Mouse HQ (Ventana Medical systems) for 12 min at 37 °C followed by Anti-HQ HRP (Ventana Medical systems) for 12 min at 37 °C, followed by the Discovery Purple Detection Kit (Ventana Medical Systems). Slides were counterstained with Hematoxylin and Bluing Reagent (Ventana Medical Systems) and imaged with a 40× magnification with a PANNORAMIC^®^ 1000 scanner (3DHISTECH, Budapest, Hungary).

## 3. Results

### 3.1. Intravital Microscopy Identifies Migratory Single Cells at the Invasive Front of BCBM

To characterize BCBM cells that invade the brain parenchyma, we performed a total of 6 serial intracranial transplantations of tumor pieces originally derived from end-stage primary ductal carcinomas that had developed in the mammary glands of PyMT E-cad-mCFP reporter mice [27] (Figure 1A). Fast-growing brain metastases were established after the 6th round of transplantation in the brain. From these tumors, we derived organoids with the aim to maintain 3D heterogenic characteristics of brain metastases. From here on, tumors that develop upon intracranial injection of the single cell suspension of brain-enriched organoids are referred to as BCBMs. To study the behavior of BCBM cells in vivo, we intracranially injected these organoids labelled with a nuclear fluorescent marker (H2B-Dendra2) in ROSA26^mTmG^ FVB mice and monitored BCBM progression through a cranial imaging window using multi-photon microscopy. Two weeks after intracranial injection of BCBM organoids, we observed the formation of a tumor with individual lobes containing a high density of tumor cells (Figure 1B). Importantly, we observed single tumor cells outside of the tumor lobes (Figure 1B). These single tumor cells were associated with blood vessels (Figure 1B,C). To assess the behavior of these single cells, we performed time-lapse live imaging through the cranial imaging window for up to 12 h by multi-photon microscopy in ROSA26^mTmG^ mice (Figure 2A,B). We tracked the position of 350 cells within the tumor lobes and 350 cells at the invasive front over time in a total of 16 positions in 3 mice (Figure 2C,D). Whilst the vast majority of cells in the tumor lobes were non-migratory, a large proportion of the cancer cells in the brain parenchyma were motile (defined by cells with a speed equal to or higher than 2.5 µm per hour, Figure 2C,D). Moreover, cell migration in the parenchyma was highly persistent (Figure 2E). Additionally, we frequently observed cells migrating along structures such as type I collagen fibers as observed by second harmonic generation (SHG) (Figure 2F). Together, we identify a population of highly migratory cancer cells that escape from the BCBM lobes and invade the surrounding parenchyma.

### 3.2. Impeding Tumor Cell Migration Improves Surgical Resection

Considering that cancer cell invasiveness hurdles complete tumor resection and are associated with worse patient prognosis in BM and glioblastoma [49,50,51], we next tested whether impeding tumor cell migration would improve the efficiency of surgery in BCBM. Cell motility in BC, including PyMT breast tumors, was previously shown to be partly driven by the actin-related protein 2/3 complex (ARP2/3 complex), which mediates actin nucleation [52,53,54]. As such, reducing ARPC3 expression can impair cell migration without altering proliferation [55]. We therefore transduced our BCBM organoids with short-hairpin RNAs against ARPC3 (shARPC3). Western blot analysis confirmed the reduced expression of ARPC3 using two distinct shARPC3 (Figure 3A and Figure S1). For further experiments, we worked with shARPC3 #2, which showed the highest knockdown efficiency. Next, we intracranially injected BCBM organoids engineered with either shScramble or shARPC3 in ROSA26^mTmG^ FVB mice. We confirmed that reducing ARPC3 expression did not alter tumor cell proliferation, based on Ki67 expression (Figure 3B,C). Next, we used multi-photon microscopy to monitor BCBMs through a cranial window. In line with previous literature [52,53,55], reducing ARPC3 expression in BCBM cells significantly decreased the number of cells that invaded the surrounding parenchyma (Figure 3D,E).

Next, we tested whether impairing migration and invasion by ARPC3 knockdown would improve surgical removal of BCBM. We intracranially injected BCBM organoids engineered with either shScramble or shARPC3 in 16 FVB mice and monitored BCBM growth using MRI (Figure 4A). Whilst blinded for the experimental group, we performed surgical resection of the BCBM when tumors reached a volume of 10–18 mm3. The average tumor volume was equal between both groups (Figure 4B). Importantly, in line with the absence of significant changes in proliferation (Figure 3B,C), the time for tumors to reach the same average volume prior to resection did not differ between the shScramble and shARPC3 tumors, confirming that reducing ARPC3 expression does not influence tumor growth (Figure 4B,C). From the shARPC3 group, one mouse did not grow a BCBM and another mouse was sacrificed for BCBM-unrelated reasons; therefore, we excluded those mice from the experiment. Since our BCBM cells express H2B-Dendra2, we used fluorescent microscopy to score the amount of tumor cells that were left behind after surgical resection of the BCBMs (Figure 4D). This revealed that in all mice of the shScramble group, some BCBM cells remained in the surgical cavity; however, this was not the case in the majority of the shARPC3 mice (Figure 4D,E). Strikingly, even a week after surgical removal, those cells that were left behind were not detected by MRI (Figure 4F). This suggests that also in the clinic, where MRI is used as a measure of complete BCBM resection, single BCBM cells that invade the parenchyma and are left behind upon resection may not be detected. Additionally, similar to BCBM patients, we observed BCBM recurrence at later time-points with 50% of the shScramble mice recurring versus 33% in the shARPC3 group during the 11 weeks follow-up post-surgery (Figure 4F,G). Reduced expression of ARPC3 in the recurrent tumors was maintained, as confirmed by RT-qPCR (Figure S2). Together, these data suggest that blocking cell invasion may improve surgical resection of the BCBM.

### 3.3. BCBM Invading Tumor Cells Are in a Mesenchymal State

Next, we investigated the role of EMT in these invasive tumor cells using the E-cad-mCFP reporter, as we previously did in the primary tumor [26,27]. In the tumor lobes, cancer cells express E-cad-mCFP (Figure 5A). Importantly, we observed that all cells that invaded the parenchyma lost E-cad-mCFP expression (arrowheads, Figure 5A,B). From here on, we refer to cells with high E-cad-mCFP expression as E-cad^HI^ cells and cells that lost E-cad-mCFP expression as E-cad^LO^ cells. In line with our previous observations in primary PyMT breast tumors [26,27], E-cad^HI^ cells were on average non-motile, whilst a large fraction of the E-cad^LO^ cells were migratory (Figure 5C,D).

To characterize the Epithelial/Mesenchymal (E/M) states of E-cad^HI^ cells and E-cad^LO^ cells, we isolated both populations using fluorescence activated cell sorting (FACS) (Figure 5E and Figure S3). Imaging analysis of E-cad-mCFP confirmed the successful isolation of E-cad^HI^ and Ecad^LO^ cells (Figure S3). 

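For bulk mRNA sequencing, E-cad HI and E-cad LO cells were sorted from the BCBM of 4 mice, which the sample labels number 57, 58, 67 and 70. Each mouse gave 1 library of each population, so the comparison holds 8 libraries, 4 per group. The tumor cells come from the PyMT mouse model of breast cancer and carry E-cadherin fused to the fluorescent protein mCFP, and they were isolated 2.5 weeks after intracranial injection (Figure 5E). The authors sequenced mRNA libraries as single reads, mapped the reads to the mouse genome GRCm38 with Hisat, counted them per gene with Icount and deposited the counts without normalization. The total count was 14931731, 13016623, 13447170 and 11885351 in the E-cad HI libraries of mice 57, 58, 67 and 70 (median 13231896) and 11335964, 9108575, 14324762 and 15780531 in their E-cad LO libraries (median 12830363). Of the 32259 entries of the count table, 365 have no gene identifier and were left out; they held between 5794 and 11331 counts per library. The 50 most abundant genes took 18.9% to 24.3% of the counts in E-cad HI libraries and 14.5% to 30.7% in E-cad LO libraries. The most abundant gene of the E-cad LO library of mouse 58 was Gm42418, with 14.4% of its counts (95% Wilson interval 14.36% to 14.41%, counting error only). Gm42418 also led the other libraries except the E-cad LO library of mouse 70, with 2.23% (E-cad HI, mouse 57) to 7.67% (E-cad HI, mouse 58). No pair of libraries was as similar as sampling noise alone would make it, since the smallest chi-square per degree of freedom between any 2 libraries was 30.4. Counts were normalized with edgeR's TMM method, genes with too few counts were removed with filterByExpr, and the remaining 13598 genes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The paper names DESeq2 for its differential expression and states no pairing by mouse, so the fits with and without the mouse as a replicate block are both given.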

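No gene reached an adjusted p under 0.05 between E-cad LO and E-cad HI cells in the fit without the block, in either direction, and the smallest adjusted p was 0.114 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 1109 genes were higher and 790 lower in E-cad LO cells. DESeq2 without the block, the tool the paper names, gave 376 genes higher and 40 lower at an adjusted p under 0.05, of which 367 and 15 changed at least 2-fold. The libraries of one mouse deviated together from their group means, with a mean correlation across genes of 0.398 over the 4 same-mouse pairs. Each of these (0.248 to 0.692) was above each of the 12 pairs from different mice (at most 0.144), whose mean the centring on group means makes negative. With the mouse as a replicate block, edgeR gave 99 genes higher and 0 lower in E-cad LO cells, where 997 genes were lower at an unadjusted p under 0.05. All 99 changed at least 2-fold and were higher in E-cad LO cells in 4 of 4 mice. The largest of the shifts were those of Cyp3a57 (chromosome 5, 145345279 to 145390926), with a log2 fold change of 5.36 (standard error 0.59, adjusted p = 0.0239, edgeR with the replicate block), and of Cyp2b10 (chromosome 7, 25897620 to 25926624), with 5.36 (standard error 0.64, adjusted p = 0.0239, same test). Klk1b3 (5.19), Itgad (5.14) and 4930412F09Rik (4.96) followed. Cyp3a57, Cyp2b10 and Klk1b3 belong to multigene families whose reads the counting could have split between members, so their values are uncertain. Counts of Cyp3a57 ranged from 6 to 49 in E-cad HI libraries and from 348 to 2151 in E-cad LO libraries. DESeq2 with the replicate block, chosen after the values of the other fits were seen, moved these counts most, to 1007 genes higher and 200 lower, and the 1007 contained all 99.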

Next, we performed bulk mRNA sequencing on both cell populations (Figure 5F,G) and analyzed the differentially expressed genes that we refer to as the E-cad^LO^ gene set. 

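The 7 EMT genes shown in Figure 5G were compared in the same libraries. Fn1 (chromosome 1, 71585520 to 71653200) had 483 ± 927 normalized CPM (counts scaled to library size; SD, n = 4 mice) in E-cad LO cells and 3.46 ± 3.10 in E-cad HI cells, a log2 fold change of 7.14 (standard error 2.05, adjusted p = 0.274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zeb2 (chromosome 2, 44983632 to 45117395) had 34.8 ± 29.5 against 5.36 ± 6.79 CPM (log2 fold change 2.71, standard error 1.11, adjusted p = 0.334, same test). Zeb1 (chromosome 18, 5591860 to 5775467) had 11.7 ± 12.1 against 2.40 ± 3.08 CPM and Cdh2 (chromosome 18, 16588877 to 16809246) 5.47 ± 5.59 against 1.19 ± 1.23 CPM, with log2 fold changes of 2.29 and 2.20 and standard errors of 1.31 and 1.19. Snai1 (chromosome 2, 167538195 to 167542814) had 10.4 ± 5.03 against 6.50 ± 1.26 CPM and Vim (chromosome 2, 13573927 to 13582826) 108 ± 103 against 58.4 ± 14.7 CPM, with log2 fold changes of 0.68 and 0.89. Cdh1 (chromosome 8, 106603351 to 106670246) had 99.2 ± 55.8 CPM in E-cad LO cells and 112 ± 16.0 CPM in E-cad HI cells, a log2 fold change of -0.17 (standard error 0.33, adjusted p = 0.809, same test). The positions are those of the count table (GRCm38), and all 7 genes are protein coding. None of the 7 differences reached an adjusted p under 0.05, where the adjustment was over all genes tested. The paper named these 7 genes, so the p of each gene before adjustment is also given. It was 0.0064 for Fn1, 0.0357 for Zeb2 and 0.0953 or more for the others (same test). With the mouse as a replicate block, the log2 fold changes were 3.17 for Fn1, 3.05 for Zeb2, 2.66 for Zeb1, 2.42 for Cdh2, 0.59 for Snai1, 0.48 for Vim and -0.31 for Cdh1, and the smallest of their adjusted p-values was 0.163, for Zeb2 (edgeR's quasi-likelihood test; 3.0e-07 to 0.680 over the alternatives for Zeb2). Before adjustment, p in this block fit was 0.0103 for Zeb2 and 0.0600 or more for the others (same test). Counts were low in E-cad HI libraries for Cdh2 (0 to 31 counts), Zeb1 (0 to 76), Fn1 (6 to 86) and Zeb2 (1 to 173). Other annotated genes overlap Zeb2 (5 genes), Zeb1 (3 genes), Cdh2 (1 gene) and Fn1 (1 gene), and the paper's text does not say whether the counting used strand, so reads of these 4 genes could include those of a neighbor. With a score of microglia and macrophage genes as a covariate, chosen after the values were seen, the log2 fold change of Cdh2 was -0.02 (from 2.20) and that of Cdh1 0.11 (from -0.17), while Fn1 (7.11), Zeb2 (1.81), Zeb1 (1.29), Vim (1.14) and Snai1 (1.00) stayed higher. With a score of oligodendrocyte and neuron genes instead, Cdh2 was 0.99 and Cdh1 -0.18.

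**Figure D1:**
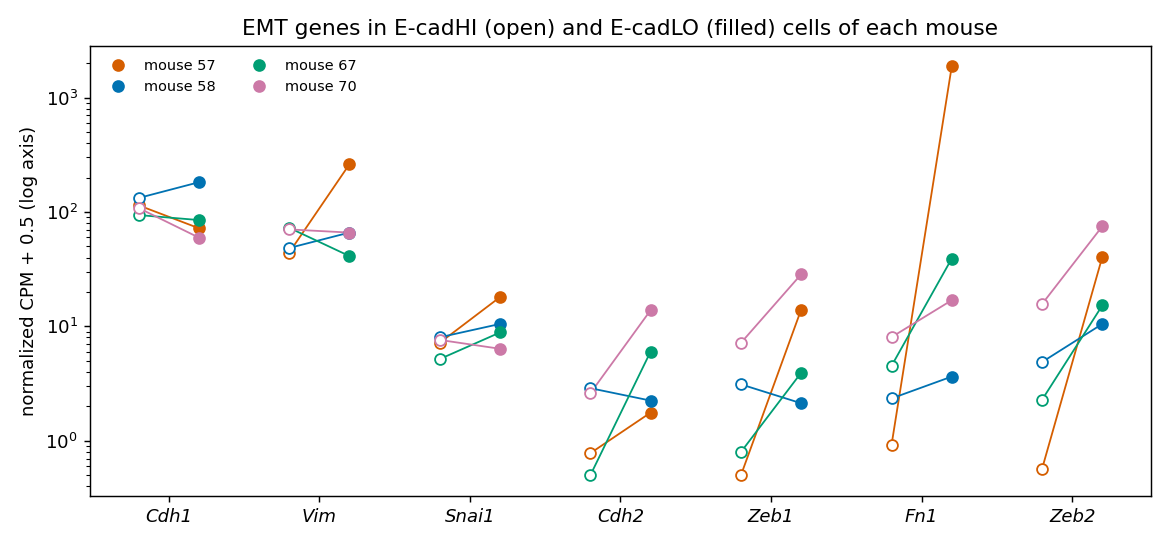
Normalized CPM plus 0.5 (log axis) of the 7 genes in E-cad HI (open circles) and E-cad LO cells (filled circles), with a line for each of the 4 mice. Fn1 in the E-cad LO library of mouse 57 lies at 1873 CPM, above the other 3 E-cad LO libraries (3.14 to 38.6 CPM).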

The E-cad^LO^ gene set contains typical EMT genes, such as E-cadherin (Cdh1), N-cadherin (Cdh2), Vimentin (Vim), Fibronectin (Fn1) and transcription factors such as Snail (Snai1), Zeb1 and Zeb2 (Figure 5G). We confirmed the bulk mRNA sequencing results by RT-qPCR (Figure 5G). 

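In the sequencing data, the direction of each gene was compared within each mouse as the log2 ratio of E-cad LO to E-cad HI cells (normalized CPM plus 0.5). Fn1 and Zeb2 were higher in E-cad LO cells in 4 of 4 mice. The log2 ratios of Fn1 were 10.99, 0.64, 3.12 and 1.07 in mice 57, 58, 67 and 70, and those of Zeb2 were 6.15, 1.11, 2.74 and 2.26. In an exact paired sign-flip test (two-sided), p was 0.125 for each of these genes, the smallest p that 4 pairs allow. Snai1, Cdh2 and Zeb1 were higher in E-cad LO cells in 3 of 4 mice, with mean log2 ratios of 0.56 ± 0.67, 1.70 ± 1.69 and 2.14 ± 2.19 (SD, n = 4). The exception was mouse 70 for Snai1 (-0.26) and mouse 58 for Cdh2 (-0.36) and Zeb1 (-0.55). Vim was higher in mice 57 (2.56) and 58 (0.45) and lower in mice 67 (-0.82) and 70 (-0.09). Cdh1 was lower in E-cad LO cells of mice 57 (-0.66), 67 (-0.15) and 70 (-0.86) and higher in mouse 58 (0.46). With mouse 57 left out, the log2 fold change of Vim changed sign to -0.17 and that of Fn1 was 2.11. The housekeeping genes of the RT-qPCR were chosen for comparison after their values were seen. Ppia had a log2 fold change of -0.35 (standard error 0.21) and Rpl38 of -0.26 (standard error 0.25) in E-cad LO cells, and neither reached an adjusted p under 0.05 (edgeR's quasi-likelihood test). The RT-qPCR values were not analysed here.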

In line with this data, the E-cad^LO^ gene set was enriched for genes involved in the “Hallmark Epithelial_Mesenchymal_Transition” [42] (Figure 5H). 

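The enrichment was recomputed with fgsea on the genes ranked by -log10 of the adjusted p with the sign of the log2 fold change. The EMT list was written by hand from memory of the Hallmark set, since the set itself was not used here. It holds 200 genes, of which 197 are in the count table and 149 had enough counts to be tested. Its normalized enrichment score (NES) was 2.62 toward E-cad LO cells (adjusted p = 1.0e-15 over 14 gene lists, fgsea), with 118 of the 149 genes higher and a median log2 fold change of 1.14. Of all genes, 71.7% shared their rank with another gene. The camera test of the list's genes against all others gave p = 1.5e-09 (n = 149 genes). It used a preset correlation between genes of 0.01, which was not estimated from these libraries. With the mouse as a replicate block, the NES was 2.13 and camera's p was 6.9e-08. The alternative that moved the NES most, DESeq2 with the replicate block and mouse 57 left out, was chosen after the values were seen and gave 1.32. Without the EMT genes that are also in a list of brain, stromal or immune cell genes, which left 137 of the 149 tested, the NES was 2.52. Only genes on these hand-written lists were taken out. Other genes that host cells may express stayed in, so this does not exclude RNA of host cells as a source. The enrichment pointed to the group that held the E-cad LO library of mouse 57 in each of the 8 splits of the libraries that part every mouse's pair, with an NES between 2.62 and 3.66. Within single mice, the median log2 ratio of the list was 1.52 in mouse 57, 0.19 in mouse 58, 0.49 in mouse 67 and 0.30 in mouse 70. Random lists matched for expression had medians of 0.02, 0.01, 0.04 and 0.09 in these mice. In a rank score of the list per library, E-cad LO cells had a mean of 0.0083 ± 0.0762 (SD, n = 4) and E-cad HI cells of -0.0677 ± 0.0195 (SD, n = 4), and the score was higher in E-cad LO cells in 4 of 4 mice. The difference of 0.0760 gave p = 0.0571 in an exact permutation test of 4 against 4 libraries (two-sided; the smallest p this design allows is 0.0286) and p = 0.125 in the exact paired sign-flip test.

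**Figure D2:**
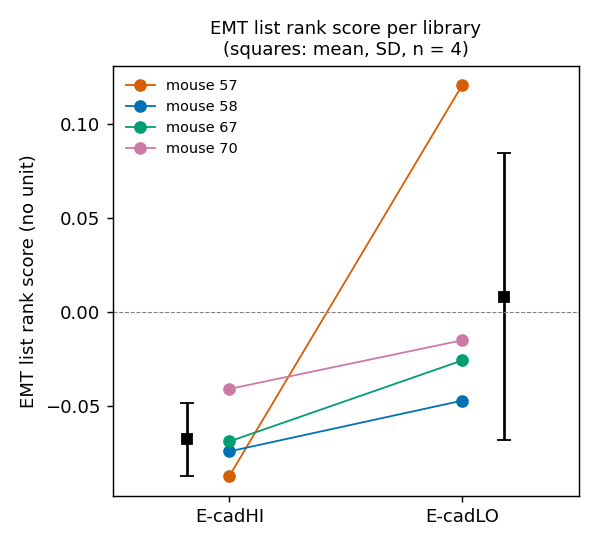
Rank score of the EMT list (vertical axis, no unit) in each library of E-cad HI and E-cad LO cells, with a line for each of the 4 mice and squares for the mean with its SD. The E-cad LO library of mouse 57 lies at 0.121, and the other 3 E-cad LO libraries lie between -0.0471 and -0.0150.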

Lastly, we compared the expression profile of E-cad^LO^ cells isolated from BCBM to the expression profile of their counterparts isolated from primary PyMT tumors. Importantly, in our prior study, we showed that E-cad^LO^ cells have low expression levels of the epithelial marker E-cadherin and high expression of the mesenchymal marker Vimentin [27]. In line with the enrichment of genes involved in EMT, we found that the E-cad^LO^ gene set but not E-cad^HI^ gene set of BCBM tumors is enriched in genes that were found to be significantly upregulated in the E-cad^LO^ gene set of the primary breast tumor [27]. 

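Epithelial and mesenchymal states were also compared with hand-written lists of marker genes. All 38 genes of the epithelial list were tested, and their median log2 fold change in E-cad LO cells was -0.18, with 27 of the 38 genes lower. The gene permutation test of fgsea gave an adjusted p of 0.0547 for this list. The camera test of its genes against all others gave p = 0.0065 (n = 38 genes). With the mouse as a replicate block, the median was -0.28 (adjusted p = 0.00845 from fgsea's permutation test, in a range of 2.4e-04 to 0.818 over the alternatives). Within single mice, the median log2 ratio of the epithelial list was -0.67 in mouse 57, 0.22 in mouse 58, -0.20 in mouse 67 and -0.35 in mouse 70. Random lists matched for expression had medians of -0.35, -0.08, -0.17 and -0.02 in these mice. All 25 tested genes of the mesenchymal list of 32 were higher in E-cad LO cells, with a median log2 fold change of 2.29 (adjusted p = 1.3e-07 from fgsea) and a median of 1.93 with the replicate block. The median log2 ratio of this list was 5.05 in mouse 57, 0.44 in mouse 58, 0.99 in mouse 67 and 1.07 in mouse 70, against 0.31, 0.11, 0.25 and 0.24 in matched random lists. Lists of brain cell genes were higher in E-cad LO libraries as well, with a median log2 fold change of 2.13 for microglia and 1.80 for astrocytes. The fibroblast list, which shares Col1a1 with the mesenchymal list, had a median of 2.40 (8 of 8 tested genes higher). Its median log2 ratio was 4.90 in mouse 57, 0.28 in mouse 58, 0.76 in mouse 67 and 0.98 in mouse 70. With the score of microglia and macrophage genes as a covariate, chosen after the values were seen, the median of the epithelial list was 0.06 and that of the mesenchymal list 1.81. With the score of oligodendrocyte and neuron genes instead, the epithelial median was -0.12 and the mesenchymal median 2.30. Neither score holds the fibroblast list, so RNA of fibroblasts was not tested as a source of the higher mesenchymal list.

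**Figure D3:**
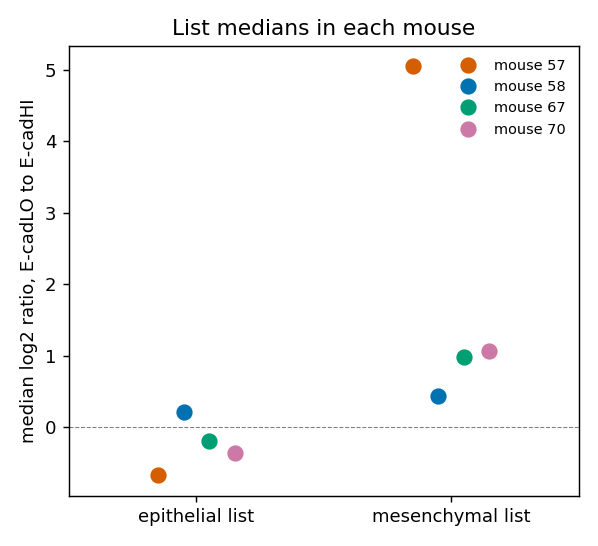
Median log2 ratio of E-cad LO to E-cad HI cells (vertical axis) over the epithelial and the mesenchymal list, with a point for each of the 4 mice. The mesenchymal medians are above 0 in all 4 mice, and the epithelial median is above 0 only in mouse 58 (0.22).

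The paper reasons from the EMT genes among the differentially expressed genes, their RT-qPCR, the enrichment of the Hallmark EMT set and the comparison with primary tumors (Figure 5F-I) and concludes that high and low E-cad-mCFP report epithelial and mesenchymal states, respectively.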

Collectively, these data show that the differential expression of E-cad-mCFP in E-cad^HI^ and E-cad^LO^ cells reports the epithelial and mesenchymal states of cells, respectively, in our PyMT BCBM model.

### 3.4. Mesenchymal Cells Can Form New Tumors and Revert to an Epithelial State

Since the presence of invasive BCBM cancer cells is involved in relapse following surgical resection (Figure 4 and [49,51]), we next investigated whether the E-cad^LO^ cells have the capacity to grow BCBMs. We isolated~2000 E-cad^LO^ cells from BCBM grown in ROSA26^mTmG^ FVB mice by FACS and injected this population intracranially in tumor free FVB mice (Figure 6A). An assessment of the purity suggested a potential contamination of the sorted fraction of at most 2.5% with other cells. Therefore, we injected 2.5% of E-cad^HI^ cells in tumor free mice to serve as a purity control group (Figure S3). In 75% of mice injected with E-cad^LO^ cells, BCBMs had developed during approximately 7 weeks post-intracranial injection, while no tumors developed during the same follow-up period in the purity control group (Figure 6B). Next, we isolated the BCBMs generated by the E-cad^LO^ cells and studied the expression of the E-cad-mCFP reporter (Figure 6C). In all tumors, we detected the E-cad-mCFP reporter in tumor cells, which was further validated by staining tumors with an E-cadherin antibody (Figure 6C). This demonstrated that in our BCBM model, mesenchymal cells have the ability to form new tumors and to concomitantly revert to an epithelial phenotype, a process often referred to as mesenchymal-to-epithelial transition (MET).

### 3.5. Tumor Cells Undergoing EMT Are Present at the Invasion Front in Human BCBM

Finally, we investigated whether mesenchymal infiltrative tumor cells are also present in BCBM patients (Figure 7). We obtained tumor resections from 8 patients with BCBM. Using multiplex immunohistochemistry, we simultaneously stained for Pankeratin and E-cad to mark cells in an epithelial state, and Zeb1 to mark cells in a mesenchymal state (Figure 7A). In the tumor mass, we indeed observed that cancer cells stain positive for Pankeratin and E-cad and negative for Zeb1, as expected for epithelial cancer cells. Moreover, and in line with previous observations [56], the brain parenchyma that surrounds the BCBM contained cells that were positive for Zeb1 and negative for E-cad. Yet, most of these cells were also negative for Pankeratin, suggesting that those cells belong to a population of glial and immune cells that also express Zeb1 [57]. However, in seven out of eight patients, we also observed a population of Zeb1 positive; E-cad negative cells with moderate to high expression of the epithelial marker Pankeratin (Figure 7B). In line with the data of the infiltrative E-cad^LO^ cells that are present in the brain parenchyma in our mouse model, these Pankeratin-positive, Zeb1-positive, E-cad-negative cells have a spindle shape nucleus, indicative of a migratory state (encircled in Figure 7A). Together, this suggests that BCBM patients also have infiltrative tumor cells in EMT in the brain parenchyma that surrounds the BCBM.

## 4. Conclusions

The role of EMT in the formation of metastases has been heavily debated by the field. However, the role of EMT at later stages of the metastatic cascade in growing metastatic masses remains under-studied. Here, we used intravital microscopy combined with mRNA sequencing to demonstrate that cells undergoing EMT are present in established BCBM, invade the brain parenchyma and have the capacity to revert to an epithelial state when forming secondary lesions. We also reveal that the presence of these invasive cells impairs the successful removal of BCBM lesions. Importantly, even if surgery is followed by chemotherapy or radiotherapy, these invasive cells may not be efficiently depleted, since EMT endow cells with properties that can render them resistant to those therapies [21,58,59,60]. Therefore, targeting EMT can improve surgical resection and may sensitize cells that are left behind to subsequent therapies.

In our study, we combined an E-cad fluorescent reporter with mRNA sequencing to study EMT in BCBM. We showed that the E-cad^LO^ cells upregulate mesenchymal markers and are migratory. However, recent work has provided evidence that EMT is not a binary switch but that cells can adopt various hybrid E/M states with distinct metastatic and chemoresistance properties [17,19,25,61,62]. Here, in our mouse experiments, we have neither investigated the presence nor the role of cells with different E/M states. However, in our analysis of human BCBM, we observed cancer cells that escaped from the tumor mass and invaded the brain parenchyma contained a typical mesenchymal profile of expressing Zeb1 and losing E-cadherin, but interestingly still expressing the epithelial marker Pankeratin. Expression of the latter marker suggests that these infiltrating cells may not have lost all epithelial traits which can indicate a hybrid state. Future studies should shed light on the role of specific hybrid E/M states in BCBM and their distinct contributions to patient relapse following surgery. Additionally, developing therapeutic strategies to block EMT and/or mesenchymal cells is required to target this process and to ultimately improve BCBM patients’ outcomes. Nevertheless, our data warrant future studies to target EMT processes for better treatment of BCBM.

## Figures and Tables

**Figure 1:**
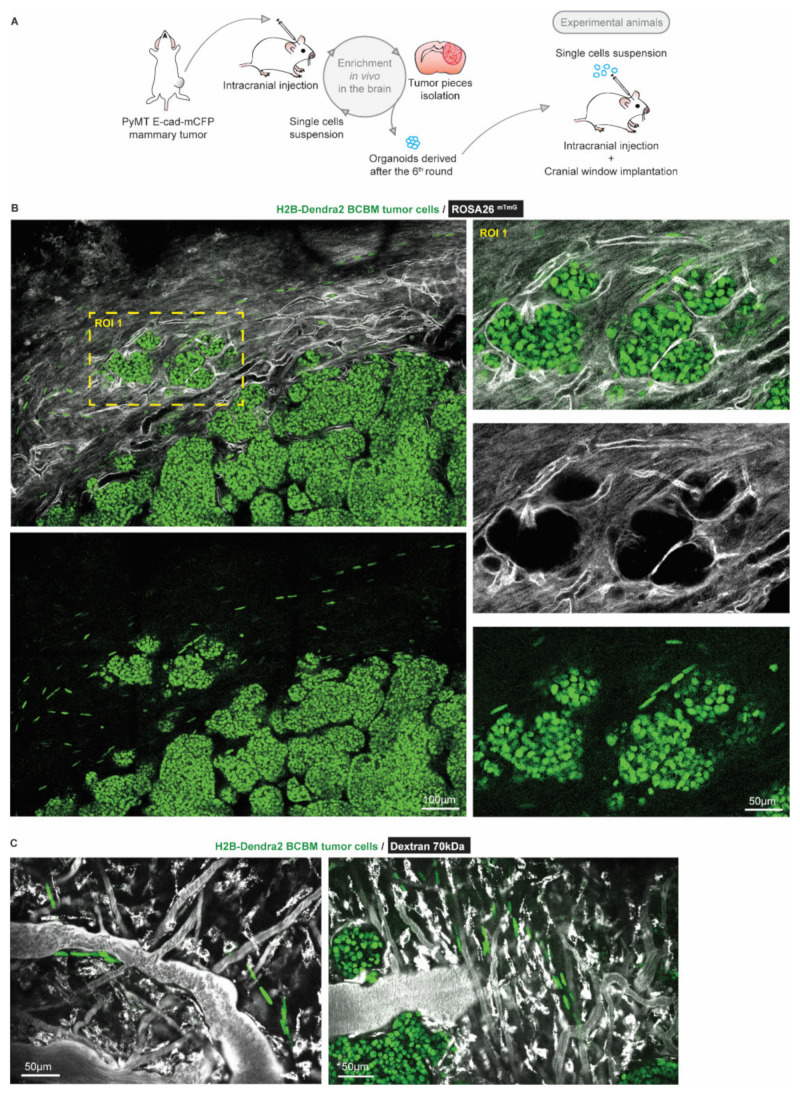
Intravital microscopy reveals the presence of single tumor cells at the invasive front of BCBM. (**A**) Schematic representation of the generation of a BCBM model derived from PyMT, E-cad-mCFP tumor. (**B**) Representative image (*n* = 4 mice) obtained by multi-photon imaging through a cranial window of a BCBM invasive front, 2 weeks after tumor implantation. The image depicts tumor cells expressing H2B-Dendra2 (green) grown in ROSA26^mTmG^ mice. The mouse brain parenchyma expressed tdTomato (mTmG; grey). The invasion front shows the presence of single tumor cells expressing H2B-Dendra2 (green) that are disconnected from the tumor lobules and associated with the brain vasculature (mTmG, grey). (**C**) Representative pictures obtained by multi-photon imaging through a cranial window of BCBM 2 weeks after tumor implantation. Images show single tumor cells expressing H2B-Dendra2 (green) in close association with blood vessels. Blood vessels were imaged with 70 kDa fluorescent-dextran (grey).

**Figure 2:**
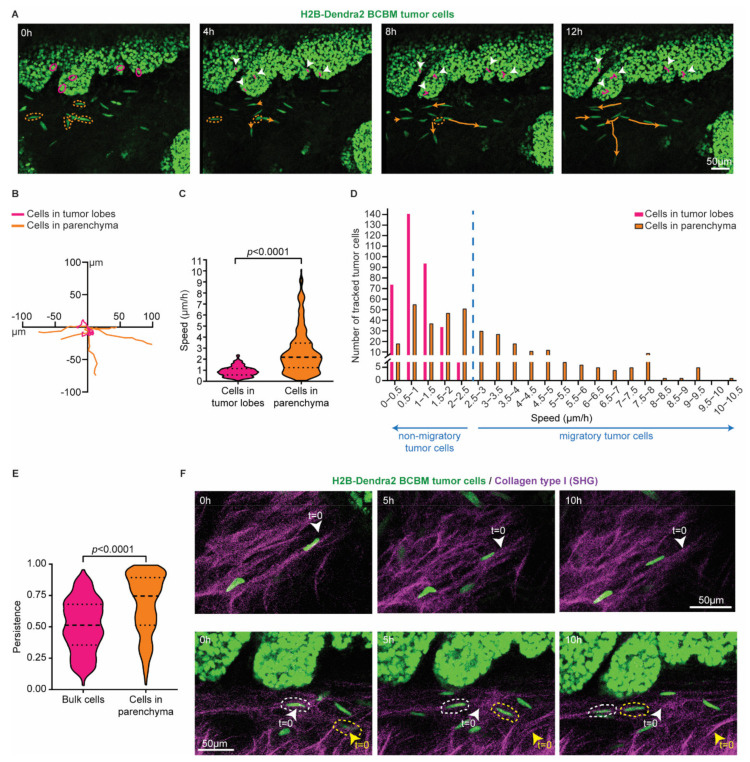
Single cells at the invasive front of BCBM are highly migratory. (**A**) Representative still images from a time-lapse multi-photon tracking of BCBM through a cranial window. BCBM tumor cells expressing H2B-Dendra2 were imaged every hour for up to 12 h. Randomly picked cancer cells located in the tumor lobe or brain parenchyma are marked with a circle in magenta and orange, respectively. Tracks are depicted once cells move. Migratory tracks depict the total movement of tumor cells in the tumor lobes (magenta tracks and white arrowheads) and brain parenchyma (orange tracks). (**B**) Rose plot representation of the migratory tracks with a common origin of tumor cells displayed in (**A**). (**C**) Quantification of the speed of tumor cells in the tumor lobes (magenta) or brain parenchyma (orange); *n* = 350 tumor cells per condition imaged in 3 mice; *p*-value was determined using a Mann–Whitney *t*-test, two-tailed. (**D**) Distribution of tumor cell speed for cells present in the tumor lobes and in the brain parenchyma. (**E**) Quantification of the persistence of migratory tracks from a total of 350 tumor cells per condition from 3 mice. *p*-value was determined with a Mann–Whitney *t*-test, two-tailed. (**F**) Representative still images of a time-lapse multi-photon movie showing the migration of BCBM tumor cells along crosslinked collagen type I fibers (SHG channel) in two distinct areas.

**Figure 3:**
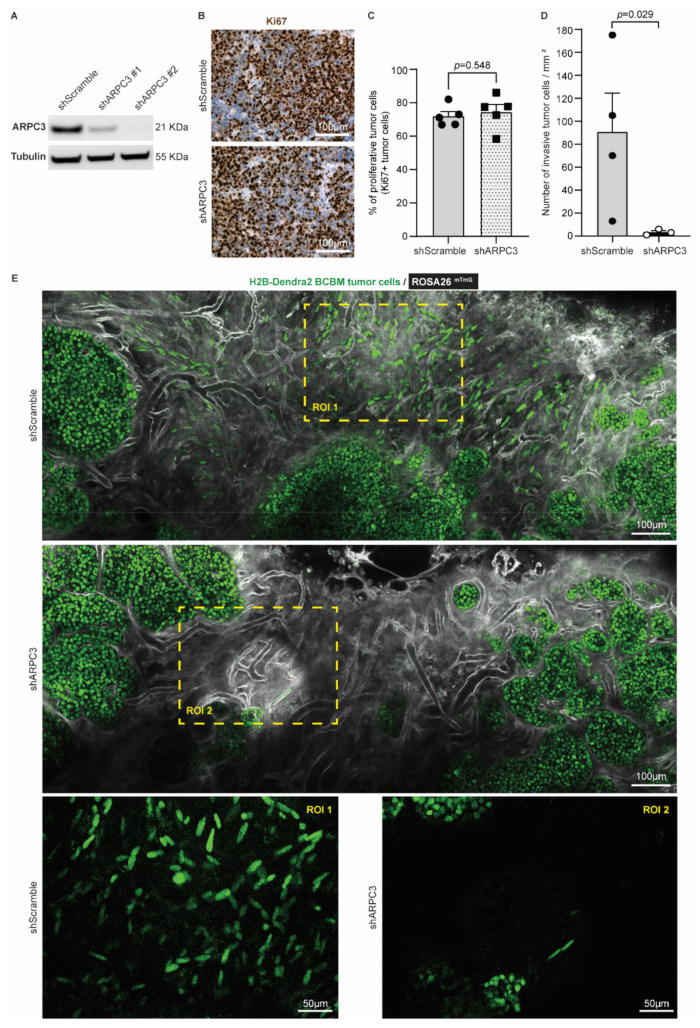
Reducing ARPC3 expression decreases the number of invasive tumor cells. (**A**) Western-blot of ARPC3 and Tubulin on BCBM tumor cells engineered with the shScramble or shARPC3 constructs. See Figure S1 for uncropped blot. (**B**) Representative images and (**C**) quantification of Ki67 immunohistochemistry staining in BCBM derived from shScramble or shARPC3 organoids intracranially injected into recipient mice. Data are presented as mean +/− standard-error of the mean (SEM); *n* = 5 mice per group; *p*-value was determined using a Mann–Whitney *t*-test, two-tailed. (**D**) Quantification of the number of invasive tumor cells observed by intravital imaging of ROSA26^mTmG^ mice injected with shScramble or shARPC3 BCBM organoids. Data are presented as mean +/− SEM; *n* = 4 mice for shScramble and *n* = 3 mice for shARPC3 #2; *p*-value was determined using a Mann–Whitney *t*-test, one-tailed. (**E**) Representative multi-photon images of BCBM derived from shScramble and shARPC3 BCBM organoids intracranially injected into ROSA26^mTmG^ mice.

**Figure 4:**
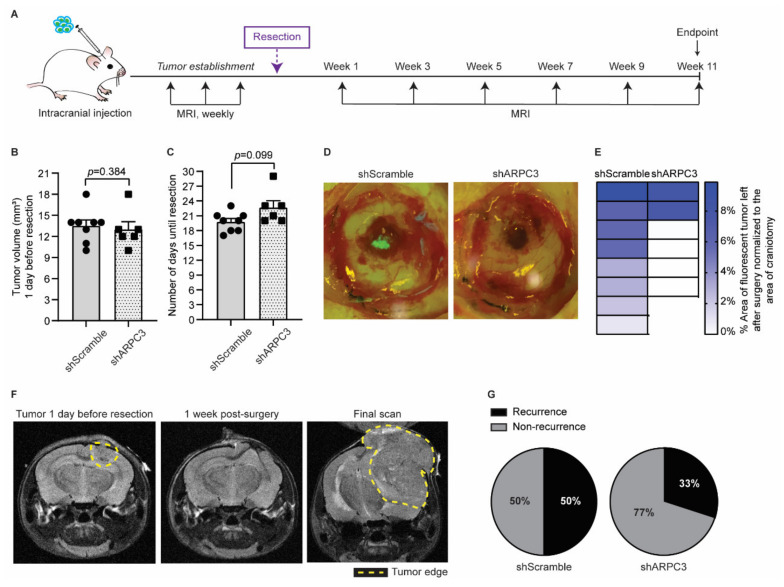
Impeding tumor cells migration improves surgical resection. (**A**) Schematic representation of experimental design. (**B**) Quantification of the tumor volume in mice intracranially injected with BCBM organoids engineered with the shScramble (*n* = 8) and shARPC3 (*n* = 6) constructs, one day before resection and as measured by MRI. Data are presented as mean +/− SEM; *p*-value was determined using a Mann–Whitney *t*-test, two-tailed. (**C**) Time between intracranial injection and resection for mice injected with BCBM organoids engineered with the shScramble (*n* = 8) and shARPC3 (*n* = 6) constructs. Data are presented as mean +/− SEM; *p*-value was determined using a Mann–Whitney *t*-test, two-tailed. (**D**) Representative images and (**E**) quantification of the percentage of tumor area (green fluorescent signal of H2B-Dendra2 expressed by all BCBM cells) left after resection. Each square represents one mouse. (**F**) Representative MRI images of a mouse brain at the various stages of the experiment. (**G**) Pie charts showing the percentage of mice that recurred until 11 weeks after resection. Additionally, see Figure S2.

**Figure 5:**
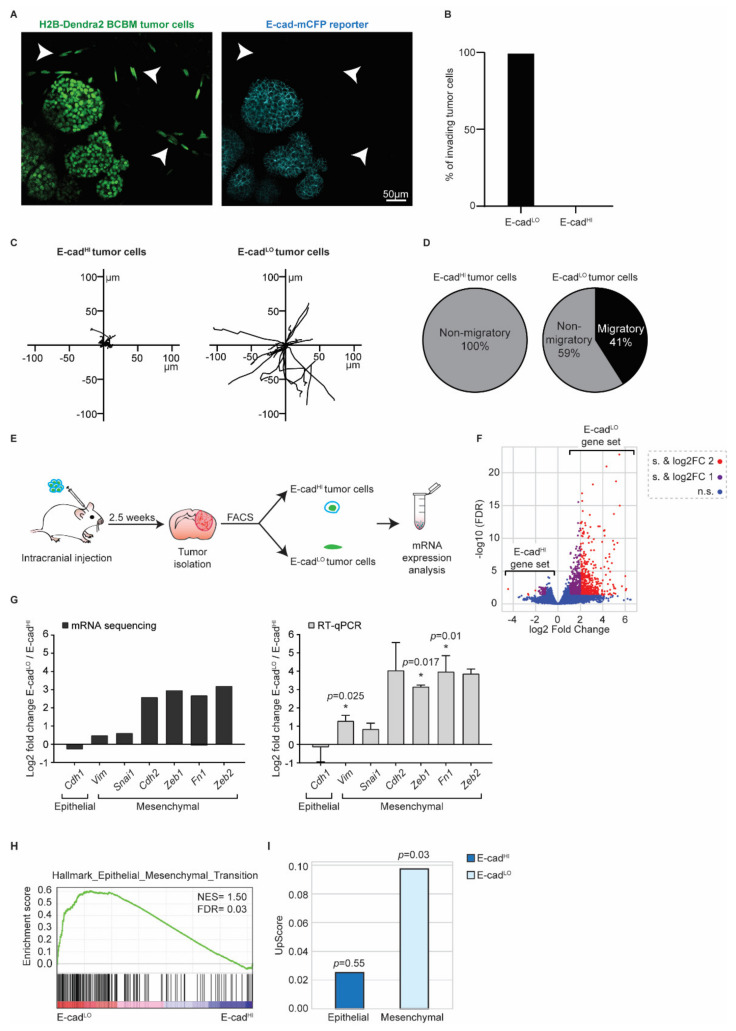
BCBM invading tumor cells are in a mesenchymal state. (**A**) Representative multi-photon images of BCBM tumor cells expressing H2B-Dendra2 (green) and endogenous E-cad-mCFP (turquoise). White arrowheads point to invading tumor cells. (**B**) Percentage of invading tumor cells that are E-cad^LO^ and E-cad^HI^. (**C**) Representative rose plots of migratory tracks with a common origin of 20 E-cad^HI^ tumor cells and 20 E-cad^LO^ tumor cells imaged using multi-photon imaging through a cranial window. (**D**) Pie charts of migratory (speed ≥ 2.5 µm/h) E-cad^HI^ or E-cad^LO^ tumor cells. (**E**) Schematic representation of experimental design used for isolating E-cad^HI^ or E-cad^LO^ tumor cells for mRNA sequencing and RT-qPCR. (**F**) Volcano plot comparing the fold change and false discovery rate (FDR) of E-cad^HI^ and E-cad^LO^ BCBM tumor cells. (**G**) mRNA expression analysis of EMT-related genes by mRNA sequencing and RT-qPCR; *n* = 4 for mRNA sequencing and *n* = 3 for RT-qPCR with exception for Cdh2 and Zeb2, which are *n* = 2. Data are presented as mean +/− SEM and standard deviation (SD) for Cdh2 and Zeb2. *p*-values were determined with a one-sample *t*-test, one-tailed between E-cad^LO^ and E-cad^HI^ tumor cells. (**H**) Gene set enrichment analysis [41] showing enrichment of the signature “Hallmark Epithelial_Mesenchymal_Transition” in E-cad^LO^ BCBM tumor cells. (**I**) Upscore enrichment of E-cad^HI^ or E-cad^LO^ BCBM tumor cells in E-cad^LO^ breast tumor cells [27]. Value of 0 implies that there is no enrichment of one gene set over the other. *p*-values were determined with a one-sample *t*-test to calculate the significance to 0.

**Figure 6:**
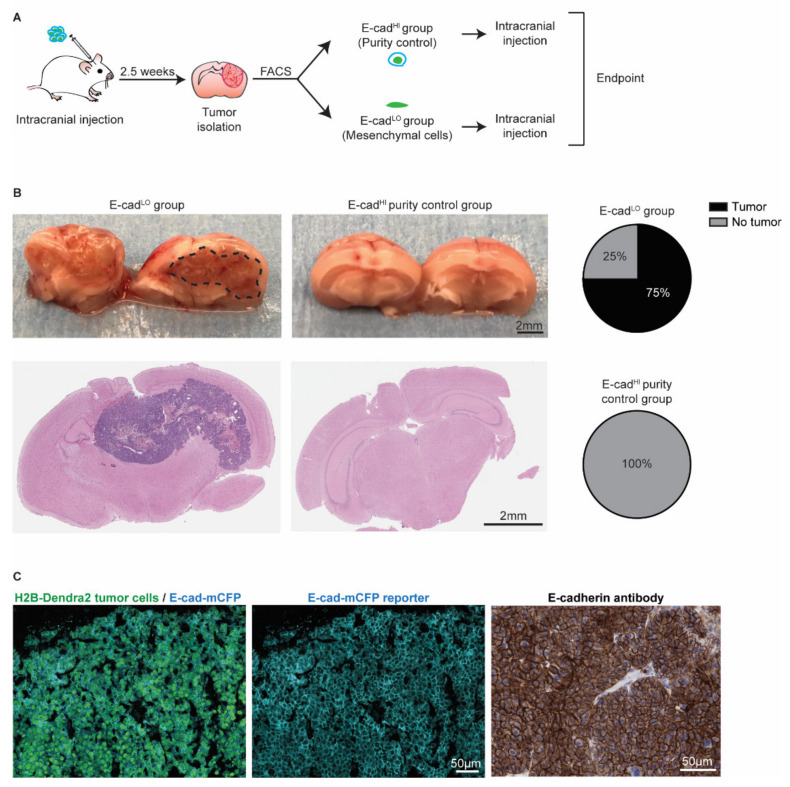
Mesenchymal cells can grow tumors and revert to an epithelial state. (**A**) Schematic representation of experimental design. (**B**) Representative pictures and H&E staining of the mouse brain. Pie charts show the percentage of BCBM tumors formed after intracranial injection of approximately 2000 E-cad^LO^ tumor cells compared to the purity control group. *n* = 4 mice per group. (**C**) Representative images of immunofluorescent staining (left and middle panels) of H2B-Dendra2 (green) and the endogenous E-cad-mCFP (turquoise) reporter in tumors formed after intracranial injection of E-cad^LO^ tumor cells. The expression of E-cadherin was confirmed using immunohistochemistry with an E-cadherin antibody (right panel). *n* = 3 mice.

**Figure 7:**
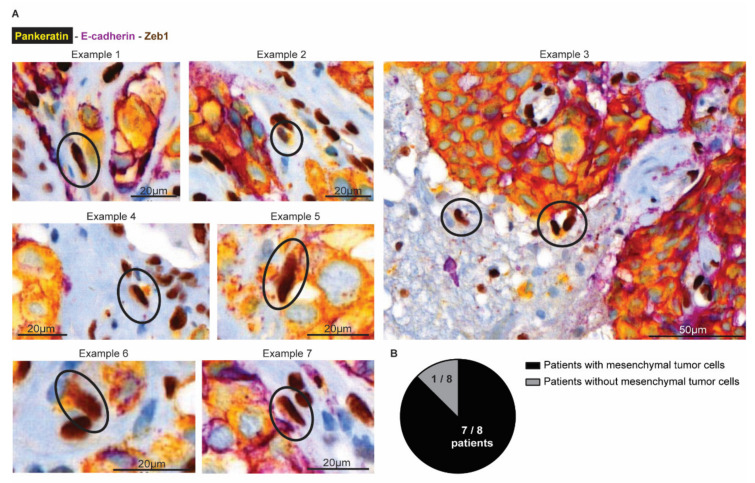
Mesenchymal tumor cells are present at the invasive front in human BCBM. (**A**) Multiplex immunohistochemistry imaging of Pankeratin (yellow), E-cadherin (purple) as markers for epithelial cells and Zeb1 (DAB) to mark cells in a mesenchymal state. (**B**) Quantification of the number of patients where mesenchymal tumor cells were observed in the brain parenchyma.

## Data Availability

The mRNA sequencing data are available through GEO number GSE199775. GEO Accession viewer (nih.gov).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14133115/s1, Figure S1: Western blot analysis of ARPC3 knockdown in BCBM organoids. (**A**) Uncropped Western blot showing ARPC3 expression in BCBM organoids engineered with all ARPC3 shRNA’s. Tubulin was used as a loading control; Figure S2: ARPC3 knockdown validation by RT-qPCR in recurrent tumors. Relative Arpc3 expression in recurrent tumors in mice injected with BCBM organoids engineered with either the shARPC3 or shScramble constructs. Data are presented as mean +/− SD. *n* = 1 mouse with 3 technical replicates; Figure S3: Gating strategy of BCBM tumors FACS (**A**) Gating strategy applied to BCBM tumors to sort Ecad^HI^ and Ecad^LO^ tumor cells. (**B**) Representative images of Ecad^HI^ and Ecad^LO^ sorted tumor cells. (**C**) Gating strategy to analyze the purity of our FACS strategy. Due to the limited amount of Ecad^LO^ cells that we could obtain for this experiment, we performed the purity control using the Ecad^HI^ tumor cells; Table S1: Primer sequences.

## References

[1] Kadamkulam Syriac A., Nandu N.S., Leone J.P. (2022). Central Nervous System Metastases from Triple-Negative Breast Cancer: Current Treatments and Future Prospective. Breast Cancer.

[2] Garcia-Alvarez A., Papakonstantinou A., Oliveira M. (2021). Brain Metastases in HER2-Positive Breast Cancer: Current and Novel Treatment Strategies. Cancers.

[3] Achrol A.S., Rennert R.C., Anders C., Soffietti R., Ahluwalia M.S., Nayak L., Peters S., Arvold N.D., Harsh G.R., Steeg P.S. (2019). Brain metastases. Nat. Rev. Dis. Primers.

[4] Bowman K.M., Kumthekar P. (2018). Medical management of brain metastases and leptomeningeal disease in patients with breast carcinoma. Future Oncol..

[5] Lin N.U., Bellon J.R., Winer E.P. (2004). CNS metastases in breast cancer. J. Clin. Oncol..

[6] Mahajan A., Ahmed S., McAleer M.F., Weinberg J.S., Li J., Brown P., Settle S., Prabhu S.S., Lang F.F., Levine N. (2017). Post-operative stereotactic radiosurgery versus observation for completely resected brain metastases: A single-centre, randomised, controlled, phase 3 trial. Lancet Oncol..

[7] Patchell R.A., Tibbs P.A., Regine W.F., Dempsey R.J., Mohiuddin M., Kryscio R.J., Markesbery W.R., Foon K.A., Young B. (1998). Postoperative radiotherapy in the treatment of single metastases to the brain: A randomized trial. JAMA.

[8] Van Rheenen J., Scheele C. (2021). Intravital microscopy to illuminate cell state plasticity during metastasis. Curr. Opin. Cell Biol..

[9] Margarido A.S., Bornes L., Vennin C., van Rheenen J. (2020). Cellular Plasticity during Metastasis: New Insights Provided by Intravital Microscopy. Cold Spring Harb. Perspect. Med..

[10] Chitty J.L., Filipe E.C., Lucas M.C., Herrmann D., Cox T.R., Timpson P. (2018). Recent advances in understanding the complexities of metastasis. F1000Res.

[11] Van Helvert S., Storm C., Friedl P. (2018). Mechanoreciprocity in cell migration. Nat. Cell Biol..

[12] Cheung K.J., Ewald A.J. (2014). Illuminating breast cancer invasion: Diverse roles for cell-cell interactions. Curr. Opin. Cell Biol..

[13] Condeelis J., Segall J.E. (2003). Intravital imaging of cell movement in tumours. Nat. Rev. Cancer.

[14] Bornes L., Belthier G., van Rheenen J. (2021). Epithelial-to-Mesenchymal Transition in the Light of Plasticity and Hybrid E/M States. J. Clin. Med..

[15] Luond F., Tiede S., Christofori G. (2021). Breast cancer as an example of tumour heterogeneity and tumour cell plasticity during malignant progression. Br. J. Cancer.

[16] Bhatia S., Wang P., Toh A., Thompson E.W. (2020). New Insights Into the Role of Phenotypic Plasticity and EMT in Driving Cancer Progression. Front. Mol. Biosci..

[17] Li Y., Lv Z., Zhang S., Wang Z., He L., Tang M., Pu W., Zhao H., Zhang Z., Shi Q. (2020). Genetic Fate Mapping of Transient Cell Fate Reveals N-Cadherin Activity and Function in Tumor Metastasis. Dev. Cell.

[18] Dongre A., Weinberg R.A. (2019). New insights into the mechanisms of epithelial-mesenchymal transition and implications for cancer. Nat. Rev. Mol. Cell Biol..

[19] Pastushenko I., Blanpain C. (2019). EMT Transition States during Tumor Progression and Metastasis. Trends Cell Biol..

[20] Diepenbruck M., Christofori G. (2016). Epithelial-mesenchymal transition (EMT) and metastasis: Yes, no, maybe?. Curr. Opin. Cell Biol..

[21] Nieto M.A., Huang R.Y., Jackson R.A., Thiery J.P. (2016). Emt: 2016. Cell.

[22] Hanahan D., Weinberg R.A. (2011). Hallmarks of cancer: The next generation. Cell.

[23] Nieto M.A. (2013). Epithelial plasticity: A common theme in embryonic and cancer cells. Science.

[24] Ocana O.H., Corcoles R., Fabra A., Moreno-Bueno G., Acloque H., Vega S., Barrallo-Gimeno A., Cano A., Nieto M.A. (2012). Metastatic colonization requires the repression of the epithelial-mesenchymal transition inducer Prrx1. Cancer Cell.

[25] Luond F., Sugiyama N., Bill R., Bornes L., Hager C., Tang F., Santacroce N., Beisel C., Ivanek R., Burglin T. (2021). Distinct contributions of partial and full EMT to breast cancer malignancy. Dev. Cell.

[26] Bornes L., van Scheppingen R.H., Beerling E., Schelfhorst T., Ellenbroek S.I.J., Seinstra D., van Rheenen J. (2019). Fsp1-Mediated Lineage Tracing Fails to Detect the Majority of Disseminating Cells Undergoing EMT. Cell Rep..

[27] Beerling E., Seinstra D., de Wit E., Kester L., van der Velden D., Maynard C., Schafer R., van Diest P., Voest E., van Oudenaarden A. (2016). Plasticity between Epithelial and Mesenchymal States Unlinks EMT from Metastasis-Enhancing Stem Cell Capacity. Cell Rep..

[28] Erami Z., Herrmann D., Warren S.C., Nobis M., McGhee E.J., Lucas M.C., Leung W., Reischmann N., Mrowinska A., Schwarz J.P. (2016). Intravital FRAP Imaging using an E-cadherin-GFP Mouse Reveals Disease- and Drug-Dependent Dynamic Regulation of Cell-Cell Junctions in Live Tissue. Cell Rep..

[29] Krebs A.M., Mitschke J., Lasierra Losada M., Schmalhofer O., Boerries M., Busch H., Boettcher M., Mougiakakos D., Reichardt W., Bronsert P. (2017). The EMT-activator Zeb1 is a key factor for cell plasticity and promotes metastasis in pancreatic cancer. Nat. Cell Biol..

[30] Ye X., Tam W.L., Shibue T., Kaygusuz Y., Reinhardt F., Ng Eaton E., Weinberg R.A. (2015). Distinct EMT programs control normal mammary stem cells and tumour-initiating cells. Nature.

[31] Tsai J.H., Donaher J.L., Murphy D.A., Chau S., Yang J. (2012). Spatiotemporal regulation of epithelial-mesenchymal transition is essential for squamous cell carcinoma metastasis. Cancer Cell.

[32] Mani S.A., Guo W., Liao M.J., Eaton E.N., Ayyanan A., Zhou A.Y., Brooks M., Reinhard F., Zhang C.C., Shipitsin M. (2008). The epithelial-mesenchymal transition generates cells with properties of stem cells. Cell.

[33] Yang J., Mani S.A., Donaher J.L., Ramaswamy S., Itzykson R.A., Come C., Savagner P., Gitelman I., Richardson A., Weinberg R.A. (2004). Twist, a master regulator of morphogenesis, plays an essential role in tumor metastasis. Cell.

[34] Cano A., Perez-Moreno M.A., Rodrigo I., Locascio A., Blanco M.J., del Barrio M.G., Portillo F., Nieto M.A. (2000). The transcription factor snail controls epithelial-mesenchymal transitions by repressing E-cadherin expression. Nat. Cell Biol..

[35] Follenzi A., Ailles L.E., Bakovic S., Geuna M., Naldini L. (2000). Gene transfer by lentiviral vectors is limited by nuclear translocation and rescued by HIV-1 pol sequences. Nat. Genet..

[36] Alieva M., Ritsma L., Giedt R.J., Weissleder R., van Rheenen J. (2014). Imaging windows for long-term intravital imaging: General overview and technical insights. Intravital.

[37] Henneman L., van Miltenburg M.H., Michalak E.M., Braumuller T.M., Jaspers J.E., Drenth A.P., de Korte-Grimmerink R., Gogola E., Szuhai K., Schlicker A. (2015). Selective resistance to the PARP inhibitor olaparib in a mouse model for BRCA1-deficient metaplastic breast cancer. Proc. Natl. Acad. Sci. USA.

[38] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[39] Foroutan M., Bhuva D.D., Lyu R., Horan K., Cursons J., Davis M.J. (2018). Single sample scoring of molecular phenotypes. BMC Bioinform..

[40] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[41] Liberzon A., Birger C., Thorvaldsdottir H., Ghandi M., Mesirov J.P., Tamayo P. (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst..

[42] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J..

[43] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[44] Andrews S. (2010). FastQC: A Quality Control Tool for High Throughput Sequence Data.

[45] Ewels P., Magnusson M., Lundin S., Kaller M. (2016). MultiQC: Summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[46] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[47] Koster J., Rahmann S. (2012). Snakemake—A scalable bioinformatics workflow engine. Bioinformatics.

[48] McLean I.W., Nakane P.K. (1974). Periodate-lysine-paraformaldehyde fixative. A new fixation for immunoelectron microscopy. J. Histochem. Cytochem..

[49] Dankner M., Caron M., Al-Saadi T., Yu W., Ouellet V., Ezzeddine R., Maritan S.M., Annis M.G., Le P.U., Nadaf J. (2021). Invasive growth associated with Cold-Inducible RNA-Binding Protein expression drives recurrence of surgically resected brain metastases. Neuro Oncol..

[50] De Gooijer M.C., Guillen Navarro M., Bernards R., Wurdinger T., van Tellingen O. (2018). An Experimenter’s Guide to Glioblastoma Invasion Pathways. Trends Mol. Med..

[51] Siam L., Bleckmann A., Chaung H.N., Mohr A., Klemm F., Barrantes-Freer A., Blazquez R., Wolff H.A., Luke F., Rohde V. (2015). The metastatic infiltration at the metastasis/brain parenchyma-interface is very heterogeneous and has a significant impact on survival in a prospective study. Oncotarget.

[52] Wang W., Wyckoff J.B., Goswami S., Wang Y., Sidani M., Segall J.E., Condeelis J.S. (2007). Coordinated regulation of pathways for enhanced cell motility and chemotaxis is conserved in rat and mouse mammary tumors. Cancer Res..

[53] Yamaguchi H., Condeelis J. (2007). Regulation of the actin cytoskeleton in cancer cell migration and invasion. Biochim. Biophys. Acta.

[54] Welch M.D., DePace A.H., Verma S., Iwamatsu A., Mitchison T.J. (1997). The human Arp2/3 complex is composed of evolutionarily conserved subunits and is localized to cellular regions of dynamic actin filament assembly. J. Cell Biol..

[55] Frentzas S., Simoneau E., Bridgeman V.L., Vermeulen P.B., Foo S., Kostaras E., Nathan M., Wotherspoon A., Gao Z.H., Shi Y. (2016). Vessel co-option mediates resistance to anti-angiogenic therapy in liver metastases. Nat. Med..

[56] Nagaishi M., Nakata S., Ono Y., Hirata K., Tanaka Y., Suzuki K., Yokoo H., Hyodo A. (2017). Tumoral and stromal expression of Slug, ZEB1, and ZEB2 in brain metastasis. J. Clin. Neurosci..

[57] Euskirchen P., Radke J., Schmidt M.S., Schulze Heuling E., Kadikowski E., Maricos M., Knab F., Grittner U., Zerbe N., Czabanka M. (2017). Cellular heterogeneity contributes to subtype-specific expression of ZEB1 in human glioblastoma. PLoS ONE.

[58] Qiao L., Chen Y., Liang N., Xie J., Deng G., Chen F., Wang X., Liu F., Li Y., Zhang J. (2022). Targeting Epithelial-to-Mesenchymal Transition in Radioresistance: Crosslinked Mechanisms and Strategies. Front. Oncol..

[59] Dudas J., Ladanyi A., Ingruber J., Steinbichler T.B., Riechelmann H. (2020). Epithelial to Mesenchymal Transition: A Mechanism that Fuels Cancer Radio/Chemoresistance. Cells.

[60] Marie-Egyptienne D.T., Lohse I., Hill R.P. (2013). Cancer stem cells, the epithelial to mesenchymal transition (EMT) and radioresistance: Potential role of hypoxia. Cancer Lett..

[61] Jolly M.K., Somarelli J.A., Sheth M., Biddle A., Tripathi S.C., Armstrong A.J., Hanash S.M., Bapat S.A., Rangarajan A., Levine H. (2019). Hybrid epithelial/mesenchymal phenotypes promote metastasis and therapy resistance across carcinomas. Pharmacol. Ther..

[62] Kroger C., Afeyan A., Mraz J., Eaton E.N., Reinhardt F., Khodor Y.L., Thiru P., Bierie B., Ye X., Burge C.B. (2019). Acquisition of a hybrid E/M state is essential for tumorigenicity of basal breast cancer cells. Proc. Natl. Acad. Sci. USA.

# Supplementary material for: Epithelial-to-Mesenchymal Transition Drives Invasiveness of Breast Cancer Brain Metastases
**Source:** Cancers (Basel). 2022 Jun 25;14(13):3115. doi: 10.3390/cancers14133115
**Supplement:** Supplementary file 1

## Supplementary Figures

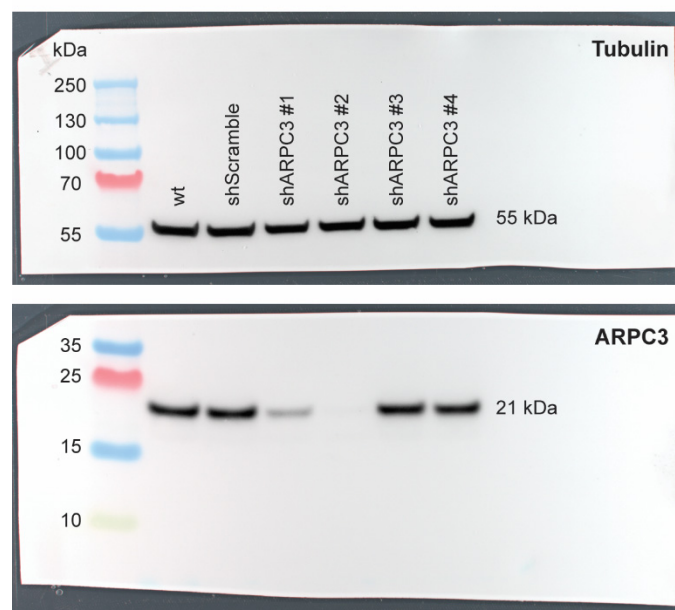

**Figure S1.** Western blot analysis of ARPC3 knockdown in BCBM organoids. (A) Uncropped Western blot showing ARPC3 expression in BCBM organoids engineered with all ARPC3 shRNA's. Tubulin was used as a loading control.

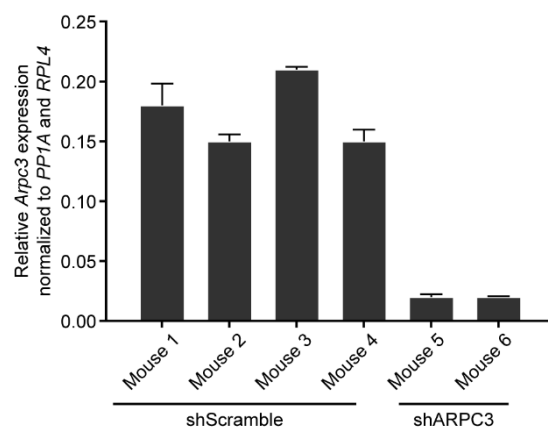

**Figure S2.** ARPC3 knockdown validation by RT-qPCR in recurrent tumors. Relative Arpc3 expression in recurrent tumors in mice injected with BCBM organoids engineered with either the shARPC3 or shScramble constructs. Data are presented as mean  $\pm$  SD. n=1 mouse with 3 technical replicates.

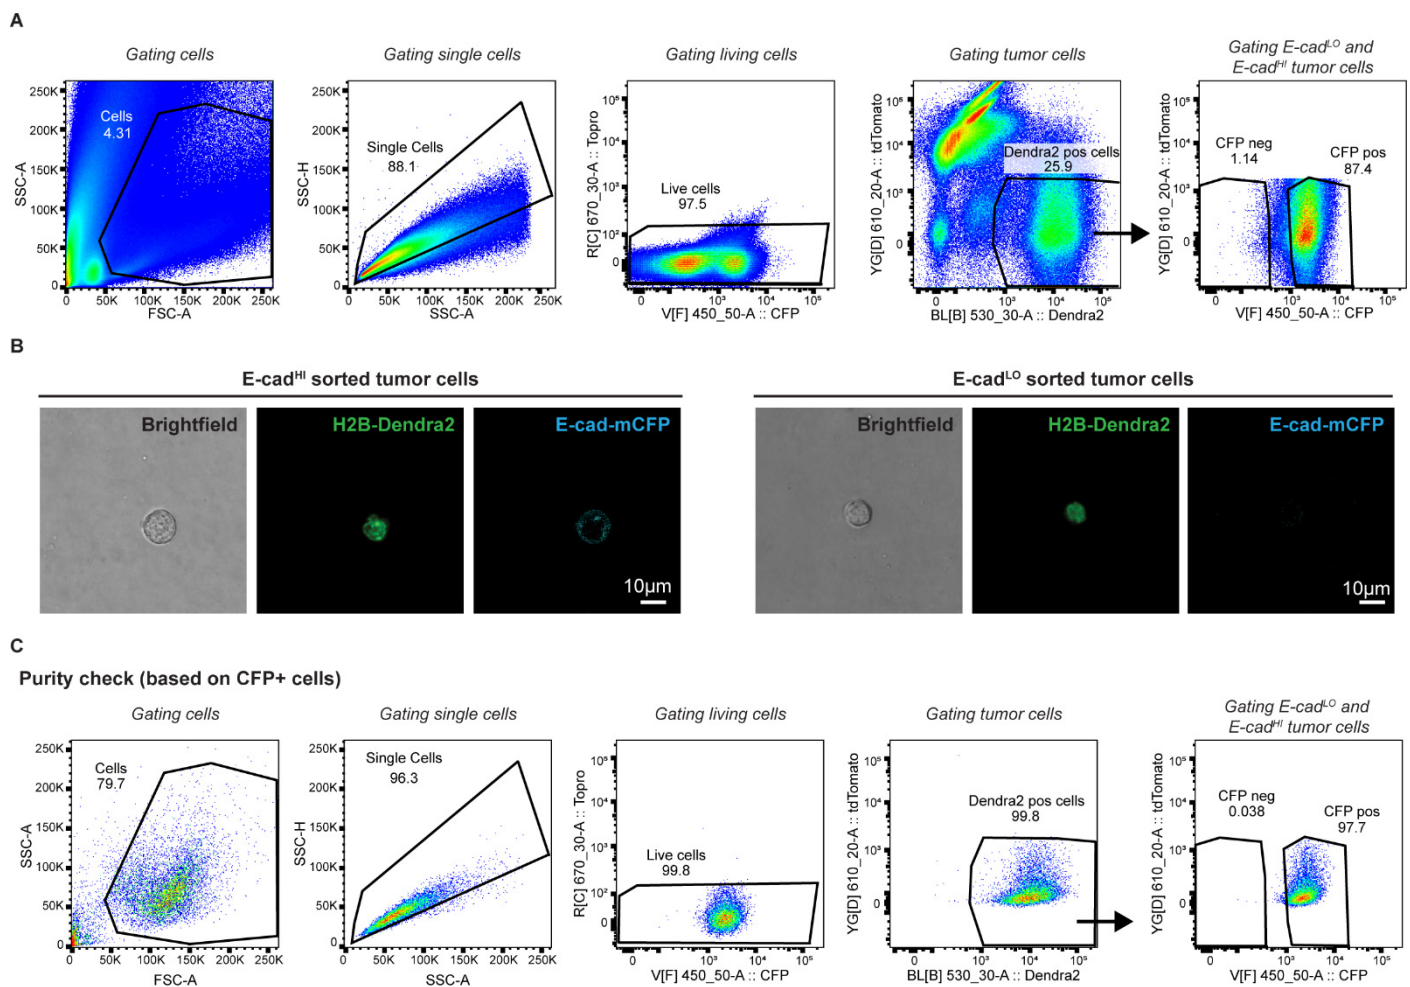

**Figure S3.** Gating strategy of BCBM tumors FACS **(A)** Gating strategy applied to BCBM tumors to sort Ecad<sup>H</sup>I and Ecad<sup>L0</sup> tumor cells. **(B)** Representative images of Ecad<sup>H</sup>I and Ecad<sup>L0</sup> sorted tumor cells. **(C)** Gating strategy to analyze the purity of our FACS strategy. Due to the limited amount of Ecad<sup>L0</sup> cells that we could get for this experiment, we performed the purity control using the Ecad<sup>H</sup>I tumor cells.

Table S1. Primer sequences.

| Primer         | Sequence                       |
|----------------|--------------------------------|
| <i>RPL38_F</i> | 5'-AGGATGCCAAGTCTGTCAAGA-3'    |
| <i>RPL38_R</i> | 5'-TCCTTGTCTGTGATAACCAAGGG-3'  |
| <i>PPIA_F</i>  | 5'-GTTCATGCCTTCTTTACCTTCCC-3'  |
| <i>PPIA_R</i>  | 5'-CAAATGCTGGACCAAACACAAACG-3' |
| <i>Vim-F</i>   | 5'-TGGTACAAGTCCAAGTTTGC-3'     |
| <i>Vim-R</i>   | 5'-GTGAGTGACTGCACCTGTCT-3'     |
| <i>Snai1-F</i> | 5'-TTGTAACAAGGAGTACCTCAGC-3'   |
| <i>Snai1-R</i> | 5'-GAGAA TGGCTTCTCACCAGTG-3'   |
| <i>Zeb1-F</i>  | 5'-GCTGGCAAGACAACGTGAAAG-3'    |
| <i>Zeb1-R</i>  | 5'-GCCTCAGGATAAATGACGGC-3'     |
| <i>Cdh1-F</i>  | 5'-CAGGTCTCCTCATGGCTTTGC-3'    |
| <i>Cdh1-R</i>  | 5'-CTTCCGAAAAGAAGGCTGTCC-3'    |
| <i>Cdh2-F</i>  | 5'-AGCGCAGTCTTACCGAAGG-3'      |
| <i>Cdh2-R</i>  | 5'-TCGCTGCTTTCATACTGAACTTT-3'  |
| <i>Fn1-F</i>   | 5'-AGAGCAAGCCTGAGCCTGA-3'      |
| <i>Fn1-R</i>   | 5'-GTCCCAGATCATGGAATCTT-3'     |
| <i>Zeb2-F</i>  | 5'-ATTGCACATCAGACTTTGAGGAA-3'  |
| <i>Zeb2-R</i>  | 5'-GAGTTCCAGGTGGCAGGTCAT-3'    |
| <i>Arpc3-F</i> | 5'-GGACACCGTCAAGATGCCG-3'      |
| <i>Arpc3-R</i> | 5'-GCCTTGAAGTAGTAGATGGCTT-3'   |

How the deposited data were processed for this re-analysis (not part of the article)

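E-cad HI and E-cad LO tumor cells sorted from the BCBM of 4 mice were sequenced as 8 bulk mRNA libraries. The authors mapped single reads with Hisat to the mouse genome GRCm38 and deposited the whole-number counts per gene that Icount gave, without normalization. The paper's text does not state whether counting used strand or how reads that match several genes were treated. All 8 count columns of the table were used. The 365 entries without a gene identifier were left out, and 31894 genes remained, of which 31719 were found by identifier in the GENCODE M21 gene names. Total counts ranged from 9108575 to 15780531 per library. The floor was set at 3 counts, which correspond to between 0.190 and 0.330 CPM. Intervals on shares cover counting error only, since PCR copies of a molecule are not independent.

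From these counts, edgeR 4.0.16 (R 4.3.3) was used with TMM normalization, filterByExpr by condition with its default settings and the quasi-likelihood test over all 8 libraries, with Benjamini-Hochberg adjustment over the 13598 genes tested and a threshold of 0.05. Normalized CPM are counts scaled to the library's total after TMM scaling. Ratios within a mouse were computed on CPM plus 0.5. Gene lists were tested with fgsea 1.28.0 and with camera of limma 3.58.1 (inter-gene correlation 0.01) and were adjusted over 14 of the 15 lists, since lists with fewer than 5 tested genes were not tested. The rank score of a library is the centred mean rank of the list's genes, after the formula of singscore. Exact permutation and sign-flip tests enumerated every regrouping of the libraries. The lists, the EMT list included, were written by hand from general knowledge. The primary-tumor signature of Figure 5I, the RT-qPCR values and the imaging data were not analysed here.

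The 2 populations of a mouse share its number in the sample labels, which is where the pairing comes from. The fit without the mouse is the main design, since the paper's methods name DESeq2 and no block, and the fit with the mouse as a replicate block is given beside it. The design, the lists, the rule for named genes and the alternatives were set before the data were examined, except the alternatives described as chosen after the values were seen. The alternatives set first were DESeq2 1.42.0, DESeq2's size factors within edgeR, no filter except for genes with no counts, a filter of at least 10 counts in every library, the replicate block, a robust quasi-likelihood fit, each mouse left out in turn, other ranking metrics and other gene lists for the enrichment. The named genes are the 7 of Figure 5G and Arpc3, the 5 genes with the largest and the 5 with the smallest log2 fold change among genes with an adjusted p under 0.05 and one direction in all 4 mice, and, where a list is discussed, at most 5 of its members. No gene passed in the main design, so the rule was applied to the fit with the replicate block.

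The steps were tested on simulated data. Counts were drawn for the 13598 genes from the means and sizes of the real libraries, and 200 genes were changed 4-fold. No difference between mice was simulated. The rates below therefore do not show how fits with and without the block compare on paired libraries. With the dispersion of the unpaired fit, edgeR recovered 62.5% of the changed genes with 4.58% false calls, and with the dispersion of the paired fit 76.5% with 6.71%. With the replicate block, edgeR recovered 52% and 75.5% with 5.45% and 8.48% false calls. DESeq2 recovered 75% and 85% with 21.5% and 21.7% false calls. DESeq2 with the replicate block recovered 77% and 83% with 39.4% and 25.9% false calls. In 1 of the 8 simulated fits, that of edgeR with the block on the unpaired dispersion, fgsea missed a list made only of changed genes (adjusted p = 0.0775). The NES of this list was above 1.5 only for edgeR without the block (1.55 and 1.52). In the other fits it was from 1.25 to 1.49. The requirement first set for this step, an adjusted p under 0.05 and an NES above 1.5 in every fit, was not met. It was loosened after the values were seen, to an NES above 1 and a camera p under 0.05, which was computed for the edgeR fits only. Tables and exact tests outside R were made with Python 3.11, pandas 2.3 and scipy 1.17, and figures with matplotlib 3.10.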

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

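The tests of the list medians over splits, of mouse 57 and of exchanged labels were chosen only after the results were seen. Among 78 groups of 4 values (named genes, list scores, ratios within a mouse and library totals), 9 held a sample far from the other 3, where about 3.9 come by chance (1 in 20).

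Of these 9, 5 were from mouse 57. In E-cad LO cells of mouse 57, Vim had 261 CPM and Fn1 1873 CPM. The median log2 ratio of E-cad LO to E-cad HI cells in mouse 57 was 5.05 for the mesenchymal list and 4.90 for the fibroblast list. The E-cad HI library of mouse 57 had a rank score of 0.153 for the neutrophil list, of which 5 genes were tested. One of them, Ltf, had at least 12825 CPM in every E-cad HI library, so the score was not shown to measure neutrophils. The epithelial list fell in the same mouse, with a median log2 ratio of -0.67. Random lists matched for expression fell in this mouse as well (-0.35). A candidate explanation is RNA from fibroblasts or other stromal cells in the sorted cells. Dilution by it alone would lower all tumor genes by one factor, but Epcam fell from 1344 to 290 CPM, Krt18 from 3364 to 2264 CPM and Birc5 from 517 to 450 CPM. The share of stromal RNA was not measured, so a part played by it was not settled.

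In mouse 58, Arpc3 had 180.0 CPM in E-cad HI and 187 CPM in E-cad LO cells, above the other mice in both groups, and the median log2 ratio of the astrocyte list was 0.99, below the other mice. In E-cad HI cells of mouse 70, the rank score of the mural list was -0.158. No biological explanation was tested for these. Mouse 58 was also the mouse in which Cdh1 was higher in E-cad LO cells. Exchanged labels of its 2 libraries would turn the brain cell lists around in this mouse, but its microglia list was higher in E-cad LO cells as in the other mice (median log2 ratio 1.30).

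Genes of brain cells, which the paper does not discuss for these libraries, were higher in E-cad LO libraries. The median log2 fold change was 2.13 for the microglia list, 1.80 for the astrocyte list, 1.73 for the oligodendrocyte list, 1.76 for the neuron list and 1.27 for the endothelial list. The median log2 ratio of each of these 5 lists was above 0 in 4 of 4 mice. Random lists matched for expression had medians of up to 0.36 (neuron list, mouse 57). The microglia, astrocyte and neuron medians were above at least 98.37% of matched lists in every mouse. The endothelial median was above only 69.32% of them in mouse 58 and 84.31% in mouse 67. The oligodendrocyte median was above 83.64% of them in mouse 58. For each of the 5 lists, only the real split, 1 of the 8 that part every mouse's pair, gave a median as far from 0, and 8 splits allow no share under 0.125, so a level of 0.05 was out of reach from the start. With DESeq2 and the replicate block, chosen after the values were seen, 17 of 20 tested microglia genes were called higher and 15 of 20 astrocyte genes. The calls were 11 of 20 for oligodendrocyte, 11 of 21 for neuron and 1 of 19 for endothelial genes, against 1007 of all 14975 genes (6.72%). EdgeR with the block called fewer, 4 of 20 microglia, 6 of 20 astrocyte and 2 of 20 oligodendrocyte genes. It called 3 of 20 neuron and 0 of 15 endothelial genes, against 99 of all 13598 genes (0.728%). A candidate explanation is RNA from host brain cells in the sorted E-cad LO cells, which may be more frequent where tumor cells infiltrate the parenchyma. The paper's purity check of the sort used E-cad HI cells (Figure S3), so it does not settle this. The median of the microglia list (2.13) is the observation that raises this explanation and not separate evidence for it. Expression of such genes by tumor cells would give the same, and the 2 were not separated here.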

How the results depend on the processing

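Across 28 results and their alternatives, 408 values were computed, of which 324 kept the direction and the side of the threshold of the main design. The alternatives with DESeq2 and the replicate block, with a covariate, and with the block and mouse 57 left out were chosen after the values were seen. The cause of each change was not tested.

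The number of genes with an adjusted p under 0.05 depended most on the fit. Against 0 higher and 0 lower genes in the main design (1109 and 790 at an unadjusted p under 0.05), DESeq2 gave 376 higher (367 at least 2-fold) and 40 lower (15 at least 2-fold). No filter gave 23 higher, all at least 2-fold, the filter of 10 counts in every library gave 3, all at least 2-fold, and the replicate block gave 99, all at least 2-fold. DESeq2 with the replicate block gave 1007 higher (890 at least 2-fold) and 200 lower (74 at least 2-fold). The oligodendrocyte and neuron score as a covariate gave 52, all at least 2-fold. With mouse 57 left out, the replicate block gave 425 higher (408 at least 2-fold) and 24 lower (5 at least 2-fold), and DESeq2 with the block gave 784 higher (686) and 123 lower (14). Counts were 0 in each of the 4 fits without the block that left out one mouse, where between 630 and 1176 genes were higher and between 319 and 843 lower at an unadjusted p under 0.05. Of the 99 genes of the edgeR block fit, 40 were among the 376 of DESeq2 and 99 among the 1007.

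The share of higher genes was 90.4% with DESeq2 and 83.4% with DESeq2 and the replicate block. With DESeq2, the median log2 fold change of all genes was 0.12.

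Vim reversed when mouse 57 was left out, with log2 fold changes from -0.17 to 1.33 across the 4 fits that each left out one mouse, -0.18 with the block and -0.17 with DESeq2 and the block. With the microglia and macrophage score as a covariate, Cdh1 was 0.11, Cdh2 was -0.024 and the epithelial list 0.056. With the oligodendrocyte and neuron score, Cdh1 was -0.18, Cdh2 was 0.99 and the epithelial list -0.12. Zeb2 passed the threshold with the block and without mouse 57 (2.14 with edgeR, 2.16 with DESeq2), and Fn1 with DESeq2 (1.73). The epithelial list passed it with no filter (-0.18), the replicate block (-0.28), DESeq2 with the block (-0.26), without mouse 58 (-0.45) and without mouse 67 (-0.22), but not without mouse 57 (-0.076) or mouse 70 (-0.16). The EMT rank score difference passed with the filter of 10 counts (0.0644). It did not with no filter (0.0635, higher in 3 of 4 mice, exact permutation p = 0.114), and was from 0.0311 to 0.0957 with one mouse left out, where 3 against 3 libraries cannot pass.

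The neutrophil median reversed with DESeq2 (1.15), with no filter (0.97) and with DESeq2 and the block (0.63), where 14 of its genes entered the median and not 5. Its NES stayed under 0 in these 3 fits (-1.37, -1.11 and -1.53). With the oligodendrocyte and neuron score as a covariate, 4 lists reversed, to -0.29 (astrocyte), -0.32 (oligodendrocyte), -0.32 (OPC) and -0.42 (mural). With the microglia and macrophage score, the epithelial list did (0.056). So did 5 cell lists, to -0.42 (macrophage), -0.79 (astrocyte), -0.97 (oligodendrocyte), -0.19 (OPC) and -0.62 (mural). Both scores are built from listed genes and were higher in E-cad LO cells in 4 of 4 mice, so these fits remove part of any difference between the groups. Among the cell lists and the proliferation list, 33 other values changed, 19 weaker and 14 stronger.

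The NES of the EMT list stayed above 0 with an adjusted p under 0.05 in its 19 alternatives, from 1.32 to 3.08, and the mesenchymal median in its 15, from 1.16 to 2.90. The paired sign-flip test of the rank score (replicate block) gave the same difference of 0.0760 and cannot go under p = 0.125 with 4 exact pairs. Depth limits Cdh2, Zeb1, Zeb2 and Fn1 most, since each had fewer than 10 counts in at least 1 E-cad HI library.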

Differences from the paper's values

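The paper's Figure 5H gives an NES of about 1.5 for the Hallmark EMT set, read by eye, against 2.62 here for a hand-written list. Among the alternatives set before the data were examined, DESeq2 (2.01), the filter of 10 counts in every library (2.18), the replicate block (2.13), the fit without mouse 57 (1.96) and the ranking by log2 fold change (1.89) were within 1.5 times of it. DESeq2's size factors, no filter, the robust fit, the fits without mouse 58, 67 or 70, the ranking by p, the list without cell list genes and the Reactome set were not (2.39 to 3.08). The NES was 1.51 with DESeq2 and the replicate block, 1.63 with edgeR's block without mouse 57 and 1.32 with DESeq2's block without mouse 57, which were chosen after the values were seen.

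The largest -log10 of the adjusted p in Figure 5F is about 23, read by eye. It was 0.942 here, and among the alternatives set before the data were examined it ranged up to 13.4 (DESeq2), so none of them closed the gap. With DESeq2 and the replicate block, chosen after the values were seen, it was 22.8.

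The paper places Cdh1, Cdh2, Vim, Fn1, Snai1, Zeb1 and Zeb2 among the differentially expressed genes. None of the 7 had an adjusted p under 0.05 in the main design or, where tested, in the alternatives set before the data were examined. The filter of 10 counts in every library left only Cdh1, Vim and Snai1 of them to be tested. None passed with DESeq2 and the replicate block, where the smallest was 0.0635 (Cdh2). DESeq2 without the block gave no adjusted p for Fn1. Chosen after the values were seen, the fits with the block and without mouse 57 called Zeb2 (adjusted p = 0.0101 with edgeR and 3.0e-07 with DESeq2, in a range of 3.0e-07 to 0.680 over its alternatives) and Fn1 with DESeq2 (0.00686, in a range of 0.00686 to 0.680).

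The log2 fold changes of the 7 genes in the main design were within the SD between mice of the paper's values, which for Fn1 (SD 4.82) is a wide margin. Fn1 is at about 2.7 in Fig. 5G, read by eye, and was 7.14 in the main design, 3.17 with the replicate block and 2.85 with DESeq2 and the block. For the others, the values of DESeq2 with the block, which was chosen after the values were seen, were -0.29 for Cdh1 (about -0.25 in Fig. 5G), 0.49 for Vim (about 0.5 in Fig. 5G), 0.61 for Snai1 (about 0.6 in Fig. 5G), 2.59 for Cdh2 (about 2.6 in Fig. 5G), 2.97 for Zeb1 (about 2.9 in Fig. 5G) and 3.20 for Zeb2 (about 3.2 in Fig. 5G). With the NES of 1.51 and the largest -log10 adjusted p of 22.8 from the same fit, a block for the mouse in the paper's DESeq2 fit is a candidate source of the differences. Only the 3 fits without mouse 57 gave Vim the other sign (-0.17 without the block).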

Other observations

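The tests of the splits for the fits with the block, for the enrichment and for the list medians, and those of the covariates, of GC content and of mouse 57, were chosen only after the results were seen.

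The number of genes called depended on the pairing, and other splits of the 8 libraries were compared for it. There are 35 splits into 4 and 4, of which 8 part every mouse's pair as the real one does, while 24 part the pairs of only 2 mice and 3 part none. In the fit without the block, 8 of the 8 gave as many higher genes and 8 of the 8 as many lower genes as the real split, since all counts were 0 (98 to 926 genes at an unadjusted p under 0.05 in the 7 others, 1109 and 790 in the real one). With the replicate block, 1 of the 8 splits, the real one, gave as many as 99 higher genes, and 8 of the 8 gave as many lower genes as the real split's 0 (997 at an unadjusted p under 0.05). With DESeq2 and the block, 1 of the 8 gave as many as 1007 higher genes and 1 of the 8 as many as 200 lower genes, where the 7 others gave at most 13 and 34. The comparisons with a count of 0 had to give 8 of 8 and test nothing. With the block, the real split gave more higher genes than any of the 7 others, but 8 splits allow no share under 0.125, so a level of 0.05 was out of reach from the start.

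The excess of higher over lower genes was tested against technical sources. After thinning every library to the smallest, DESeq2's ratio of higher to lower genes changed by a factor of 1.05, from 9.40 to 8.92. The share of the 50 most abundant genes overlapped between groups, and its lowest value, 14.5%, was in E-cad LO cells, as was its highest (30.7%). The log2 fold change was correlated across genes with exon length at a Spearman rho of 0.158 without the block and 0.168 with it, and with GC content at 0.0038 and -0.0051, all under the limit of 0.2 (genes are not independent replicates). The fits were not corrected for exon length, so a small part played by it was not excluded. RNA of other cells remains as an explanation.

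The EMT list was higher in E-cad LO cells, and explanations other than a change of state were tested. RNA from host cells is a candidate source, since the microglia list had a median log2 fold change of 2.13 and the fibroblast list 2.40 (8 of 8 tested genes higher; 1.16 without mouse 57). The 2 scores used as covariates hold no fibroblast list, and that list shares genes with the EMT list, so RNA of fibroblasts was not tested as a source. The list without genes shared with cell lists was still enriched (adjusted p = 1.3e-13 in fgsea's gene permutation test). Other genes that host cells may express stayed in it, so this does not exclude their RNA. For the full list, limma's camera test of its genes against all others (n = 149 genes, which are not independent replicates) gave p = 3.1e-08 with the microglia and macrophage score as a covariate and p = 2.8e-10 with the oligodendrocyte and neuron score. The enrichment was also present with the replicate block and without mouse 57 (adjusted p = 0.000186 in fgsea's permutation test, in a range of 3.7e-30 to 0.0277 over the alternatives). However, 8 of the 8 splits that part every pair gave an NES as far from 0 without the block, and 6 of the 8 with it, the NES being set to 0 in the 2 others, where nearly all ranks were tied. For the list medians, 2 of the 8 splits gave a mesenchymal median and 5 of the 8 an epithelial median as far from 0. Dilution of tumor RNA was not settled. The epithelial list had a median log2 fold change of -0.18, and the share of other cells is not known. Dilution alone would lower this list in every mouse, but in mouse 58 it rose (median log2 ratio 0.22, 29 of 38 genes higher) while the microglia list rose as well (1.30). A change of state in E-cad LO cells remains a hypothesis.

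Part of the difference in single EMT genes may come from host brain cells. With the microglia and macrophage score as a covariate, the log2 fold change of Cdh2 went from 2.20 to -0.024. Zeb1 kept 1.29 of 2.29, Zeb2 1.81 of 2.71 and Fn1 7.11 of 7.14, more than the 50% set as the limit. With the oligodendrocyte and neuron score, Cdh2 kept 0.99, also under the limit, while Zeb1 kept 2.16, Zeb2 2.57 and Fn1 5.84. Which host cells would be the source was therefore not settled. Both scores were higher in E-cad LO cells of all 4 mice, so a change of Cdh2 within tumor cells that runs along with them would be removed as well.

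The proliferation list was lower in E-cad LO cells (median log2 fold change -0.26, adjusted p = 1.7e-06 from fgsea), with a median log2 ratio of -0.24, -0.33, -0.37 and 0.13 in mice 57, 58, 67 and 70. Random lists matched for expression had -0.40, -0.09, -0.20 and -0.03, so the list was lower than matched genes only in mice 58 and 67. Of the 8 splits, 1, the real one, gave a median as far from 0, but another came to -0.260 against the real -0.261, and 0.125 is the smallest share the splits allow. That E-cad LO cells may cycle less is a hypothesis, and dilution by host cells is another candidate explanation, since camera's p was 0.397 with the microglia and macrophage score as a covariate. Neither alone gives the rise in mouse 70, where 22 of 32 genes were higher while the microglia list rose as well (median log2 ratio 1.79).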
